# Combined VEGFR and MAPK pathway inhibition in angiosarcoma

**DOI:** 10.1038/s41598-021-88703-9

**Published:** 2021-04-30

**Authors:** Michael J. Wagner, Yasmin A. Lyons, Jean H. Siedel, Robert Dood, Archana S. Nagaraja, Monika Haemmerle, Lingegowda S. Mangala, Pritha Chanana, Alexander J. Lazar, Wei-Lien Wang, Vinod Ravi, Eric C. Holland, Anil K. Sood

**Keywords:** Cancer therapy, Sarcoma

## Abstract

Angiosarcoma is an aggressive malignancy of endothelial cells that carries a high mortality rate. Cytotoxic chemotherapy can elicit clinical responses, but the duration of response is limited. Sequencing reveals multiple mutations in angiogenesis pathways in angiosarcomas, particularly in vascular endothelial growth factor (VEGFR) and mitogen-activated protein kinase (MAPK) signaling. We aimed to determine the biological relevance of these pathways in angiosarcoma. Tissue microarray consisting of clinical formalin-fixed paraffin embedded tissue archival samples were stained for phospho- extracellular signal-regulated kinase (p-ERK) with immunohistochemistry. Angiosarcoma cell lines were treated with the mitogen-activated protein kinase kinase (MEK) inhibitor trametinib, pan-VEGFR inhibitor cediranib, or combined trametinib and cediranib and viability was assessed. Reverse phase protein array (RPPA) was performed to assess multiple oncogenic protein pathways. SVR angiosarcoma cells were grown in vivo and gene expression effects of treatment were assessed with whole exome RNA sequencing. MAPK signaling was found active in over half of clinical angiosarcoma samples. Inhibition of MAPK signaling with the MEK inhibitor trametinib decreased the viability of angiosarcoma cells. Combined inhibition of the VEGF and MAPK pathways with cediranib and trametinib had an additive effect in in vitro models, and a combinatorial effect in an in vivo model. Combined treatment led to smaller tumors than treatment with either agent alone. RNA-seq demonstrated distinct expression signatures between the trametinib treated tumors and those treated with both trametinib and cediranib. These results indicate a clinical study of combined VEGFR and MEK inhibition in angiosarcoma is warranted.

## Introduction

Angiosarcoma is a rare malignancy of endothelial cells, with an incidence of 400–500 new cases per year in the United States. They are aggressive tumors with a high propensity to spread. Five year survival for all patients, including those presenting with localized disease is less than 50%, and median overall survival for patients with metastatic disease is eight months^1^. Therefore, new treatment approaches are needed.

Initial efforts to identify drivers of angiosarcoma have revealed several recurrent aberrations in angiogenesis pathways^2,3^. These include activating mutations in kinase insert domain receptor (*KDR)* and phospholipase C gamma 1 (*PLCG1)*, and loss of function mutation in receptor-type tyrosine-protein phosphatase beta (*PTPRB)*^4,5^. Secondary angiosarcomas (e.g., radiation and lymphedema induced) are characterized by Myc proto-oncogene *(MYC)* amplification and a subset also have FMS related receptor tyrosine kinase 4 (*FLT4)* amplification^6^. This greater understanding of driver mutations in angiosarcoma yields insights into potential targets for clinical care. Some analyses have suggested alterations in pathways downstream from vascular endothelial growth factor receptor 2 (VEGFR2) are relevant targets for angiosarcoma, focusing largely on the Phosphoinositide-3-Kinase (PI3K)/ mechanistic target of rapamycin (mTOR) and mitogen-activated protein kinase (MAPK) pathways. In particular, MAPK pathway alterations have been identified in angiosarcoma clinical samples with mutations in K-Ras Proto-Oncogene (*KRAS)*, H-Ras Proto-Oncogene (*HRAS)*, N-Ras Proto-Oncogene (*NRAS)*, B-Raf Proto-Oncogene (*BRAF)*, Raf-1 Proto-Oncogene (*CRAF)*, mitogen-activated protein kinase 1 (*MAPK1)* and Neurofibromin 1 (*NF1)*^7^*.* The recurrent R707Q mutation in PLCG1 leads to canonical activation of the MAPK pathway^8^ and leads to acquired resistance to VEGFR inhibition^9^.

In spite of these potentially targetable mutations, targeted agents modulating angiogenesis pathways in angiosarcoma clinical studies have overall been disappointing with response rates less than 20%^10–12^. One potential strategy to overcome this intrinsic resistance is to concurrently target multiple parallel signaling pathways. Indeed, dual inhibition of mTOR and MEK has been shown to be efficacious in a mouse model of angiosarcoma^13^. We sought to further investigate the potential for targeting the MAPK pathway in angiosarcoma with dual inhibition of the VEGFR-MAPK axis.

## Materials and methods

### Cell lines and cell culture

SVR cells were obtained from ATCC and were maintained in Dulbecco's Modified Eagle Medium (DMEM) + 5% FBS + 0.1% gentamicin sulfate (Gemini Bioproducts, Calabasas, CA). ASM-1 angiosarcoma cells were generously provided by Dr. James Kirkpatrick (Johannes Gutenberg-Universität Mainz, Germany)^14^. HAMON angiosarcoma cells were generously provided by Dr. Riichiro Abe (Hokkaido University, Japan)^15^. ASM-1 and HAMON cells were maintained in EGM-2 endothelial cell growth media (Lonza). All cells were screened for mycoplasma and experiments were performed at 60–80% confluence.

### Drugs

Cediranib, a VEGFR inhibitor, and trametinib, a MEK inhibitor, were obtained from Selleckchem. They were reconstituted in DMSO and aliquots were stored at -20 degrees Celsius until use.

### Immunohistochemistry

Unstained slide was prepared from a tissue microarray consisting of sixty-nine clinical formalin-fixed paraffin-embedded archival angiosarcoma specimens. IHC was performed on a Leica BOND RX automated IHC stainer (Lecia Biosystems, Buffalo Groove, IL). The slide was baked at 60 °C, dewaxed with Bond dewax solution at 72 °C, rinsed in 100% EtOH, and Bond washed. Citrate buffer was used for epitope retrieval at 100 °C. Slides were blocked with hydrogen peroxide (3.0% H_2_O_2_) for ten minutes and then with protein block. Primary antibody against phospho-ERK (p44/42 MAPK 1:150 dilution, Cell Signaling Cat # 4370), the active form of ERK, was applied for 15 min at room temperature. Polymer enhanced secondary antibody Poly-HRP anti-rabbit IgG was applied for eight minutes. Labeling was assessed for degree of nuclear intensity (weak, moderate or strong) and extent of labeling (0, 0%; 1 + , 5%; 2 + , 6–25%; 3 + , 26–50%; 4 + , 51–75%; 5 + , > 75%). Specimens were labeled as being positive phospho-ERK when having at least 2 + tumoral labeling extent of any intensity. Focal labeling was defined as 1 + extent of any intensity. Clinical annotation for survival status was performed.

### Viability assays

SVR, HAMON, or ASM-1 cells were seeded in a 96 well plate at 5000 cells per well. Cells were grown overnight to 60–80% confluence and drugs were added the next day. Viability was assessed via standard MTT assay as previously described^16^. Viability was assessed at 96 h for SVR cells and 7 days for HAMON and ASM-1 cells (2 doubling times). Media and drug were changed after 4 days of treatment for the prolonged treatment.

### Animal studies

8–12 week old athymic nude mice were obtained from Taconic Farms (Hudson, NY). All experimental protocols were approved by The University of Texas MD Anderson Cancer Center Institutional Animal Care and Use Committee (IACUC) or the Fred Hutchinson Cancer Center IACUC as applicable for the location where the experiment was performed. All experiments done on animals were in accordance with guidelines of the American Association for Accreditation of Laboratory Animal Care and the US Public Health Service Policy on Human Care and Use of Laboratory Animals. 20,000 SVR cells were injected subcutaneously into the flank of each mouse on day 0. Tumors were allowed to establish for 3–7 days and then treatment began by oral gavage. Mice were treated with vehicle (10% Cremaphor, 10% PEG 400, 1% tween), trametinib 1 mg/kg, cediranib 3 mg/kg, or trametinib and cediranib combined by oral gavage daily until tumors became ulcerated or greater than 1 cm. Tumor volume was calculated as (4/3)π × (w/2)^2^ (l/2) where w is tumor width and l is tumor length as assessed with calipers. For tumor weight measurements, tumors were harvested after 17 days of treatment. Mice were euthanized with cervical dislocation and CO_2_ inhalation via compressed gas as per IACUC approved protocols. Data are presented as mean ± standard error.

### Statistical design

Differences in continuous variables were compared using Student’s t test or analysis of variance (ANOVA) using GraphPad Prism 7. Survival was assessed using the Kaplan Meier method and log rank test in SPSS (statistical software, IBM SPSS Statistics Version 22, Armonk, NY, https://www.ibm.com/). A p-value of < 0.05 was considered statistically significant.

### Reverse phase protein array

HAMON cells were cultured in 60 mm dishes and treated for 72 h with vehicle, trametinib 100 nm, cediranib 4 µM, or combined trametinib 100 nM and cediranib 4 µM. Protein lysates were generated as per previously published protocols and submitted to the RPPA core facility at MD Anderson Cancer Center for analysis as previously described^17^.

### RNA isolation

Total RNA extraction from flash frozen mouse tumor tissue was done using the RNEasy Mini kit (Qiagen, Valencia, CA). The method involved using 5 mm stainless beads in conjunction with the TissueLyser LT (Qiagen, Valencia, CA) to achieve tissue lysis and homogenization. On-column DNase I digestion and RNA extraction was carried out following the manufacturer’s recommended protocol. Total RNA integrity was checked using an Agilent 4200 TapeStation (Agilent Technologies, Inc., Santa Clara, CA) and quantified using a Trinean DropSense96 spectrophotometer (Caliper Life Sciences, Hopkinton, MA).

### RNA-seq expression analysis

RNA was extracted from frozen xenograft tumor samples after treatment with vehicle, trametinib, cediranib, or combined trametinib and cediranib as described above and whole exome RNA sequencing was performed. This method of RNA sequencing was selected due to relatively high rates of RNA degradation in the tumor samples^18^. TruSeq RNA Exome library prep kits (Illumina, Inc., San Diego, CA, USA) were used to prepare RNA-seq libraries. Agilent 4200 TapeStation (Agilent Technologies, Santa Clara, CA, USA) was used to validate library size distribution. Life Technologies’ Invitrogen Qubit 2.0 Fluorometer (Life Technologies-Invitrogen, Carlsbad, CA, USA) was used for library QC, to blend pooled indexed libraries, and for cluster optimization. Libraries were pooled 12-plex and were clustered onto one flow cell lane. For sequencing, an Illumina HiSeq 2500 in rapid mode with a paired-end, 50 base read length (PE50) was used. Illumina's Real Time Analysis v1.18 software was used for image analysis and base calling. This was followed by demultiplexing of indexed reads and generation of FASTQ files, using bcl2fastq Conversion Software v1.8.4 from Illumina (http://support.illumina.com/downloads/bcl2fastq_conversion_software_184.html).

Alignment was performed against the GRCm38 reference genome using STAR v-2.7.1a in the two-pass alignment mode^19^. Alignment quality control metrics like gene body coverage, inner distance and read duplication were generated using the RSeQC package v-3.0.0^20^. Subread featureCounts v-1.6.0 was used to perform gene expression quantification and generate counts^21^, followed by Bioconductor edgeR to perform the differential expression analysis between various groups^22,23^. A significance threshold of log2FC ≥ 1.5 or log2FC ≤ − 1.5 at 5% FDR was used to define the genes of interest in each comparison.

Gene set enrichment analysis (GSEA) was performed as previously described and used all 9 MSigDb collections (C1 through C8 and H) for the analysis and the annotations from the software provided^24^. Mouse_ENSEMBL_Gene_ID_Human_Orthologs_MSigDB.v7.2.chip file were used for the transformation of mouse data to human symbols. Additionally the publicly available tool Webgestalt^25^ was also used to perform pathway enrichment analysis against multiple databases such as KEGG^26^, Reactome^27^, and Panther^28^.

## Results

### p-ERK expression in human angiosarcoma samples

We first sought to investigate if the MAPK pathway is activated in clinical angiosarcoma samples. Sixty out of sixty-nine cores were analyzable. Twenty six (44%) samples were considered to be positive for p-ERK (> 5%) and typically exhibited moderate to strong nuclear labeling intensity. Concurrent cytoplasmic labeling was also seen. Seven cases (12%) had focal labeling (≤ 5%) and 27 (45%) were negative (Fig. 1A,B). Survival analysis reveals no statistically significant correlation between phospho-ERK staining and overall survival (Fig. 1C, p = 0.88).

**Figure 1:**
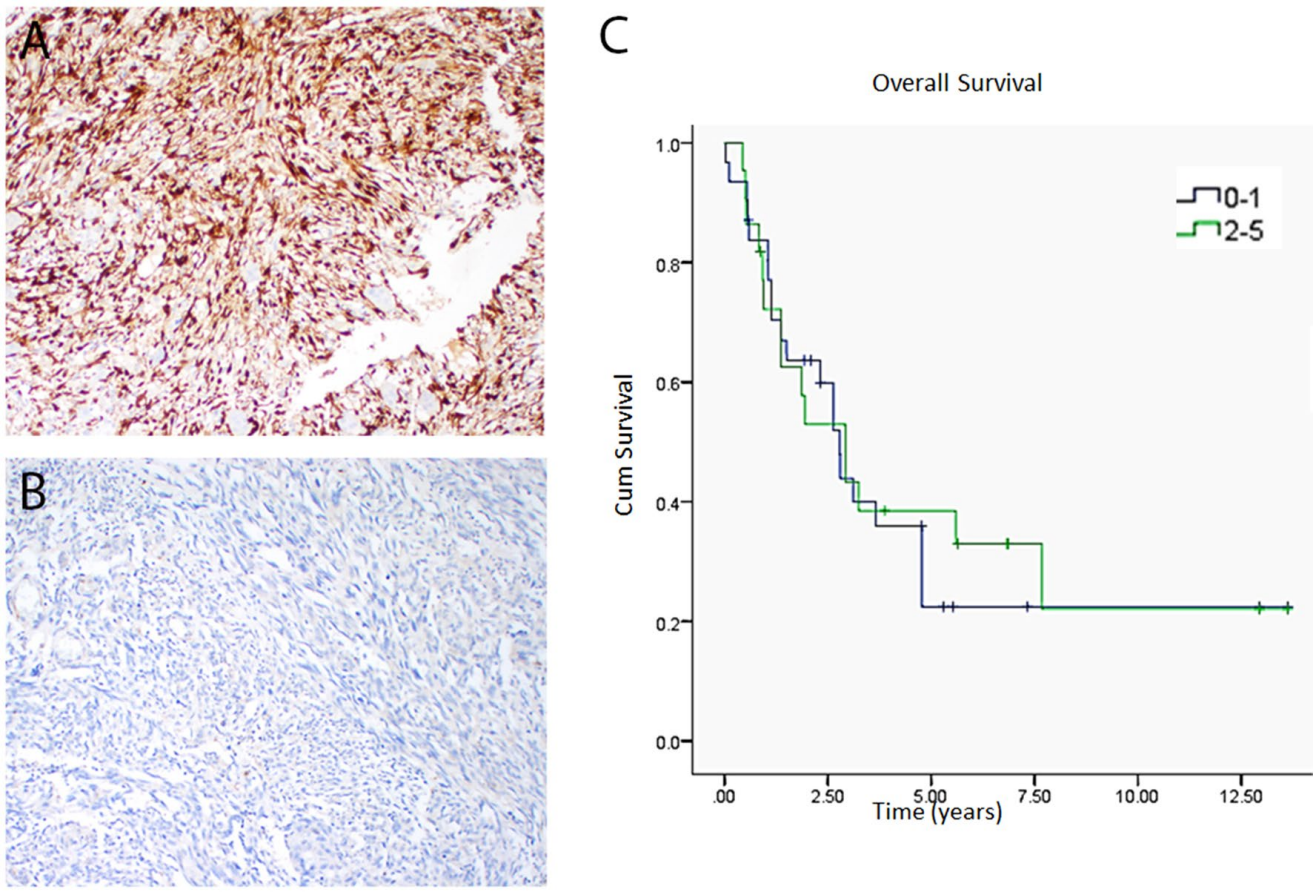
p-ERK staining in clinical angiosarcoma samples and impact on survival. A tissue microarray with 60 unique clinically annotated angiosarcoma patient samples was stained for phospho-ERK. 26 (44%) stained positive, 27 (45%) stained negative, and 7 (12%) had focal staining (**A**,**B**). There was no correlation between phospho-ERK staining and overall survival between cases with low (0–1) phospho-ERK and high (2–5) phospho-ERK (**C**, p = 0.88). Unedited images were formatted in Adobe Photoshop 2020 (https://www.adobe.com/) to create the figure layout. Survival was assessed using the Kaplan Meier method and log rank test in SPSS (statistical software, IBM SPSS Statistics Version 22, Armonk, NY, https://www.ibm.com/).

### MEK inhibition and VEGFR inhibition were not synergistic in vitro

To test the *in* vitro sensitivity of angiosarcoma cell lines to MAPK inhibition (trametinib), VEGFR inhibition (cediranib), and combined MAPK and VEGFR inhibition (combination of trametinib and cediranib), we used the MTT assay. Although there was single agent activity with either drug, the addition of trametinib did not increase the effects of cediranib in vitro (Fig. 2). For HAMON, IC50 with cediranib alone was 20.2 µM (95% CI 15.2–27.0) and 16.7 µM (95% CI 10.9–25.7) with the addition of 10 µM trametinib. For ASM5 cells, IC50 with cediranib alone was 4 µM (95%CI 3.3–5.2) and 3.16 µM (95%CI: 3.3–4.4) with the addition of 10 nM trametinib to cediranib. For SVR cells, IC50 with cediranib alone was 2.2 µM (95% CI 1.8–2.7) and 8.8 µM (95% CI 6.2–12.6) with the addition of 10 nM trametinib to cediranib.

**Figure 2:**
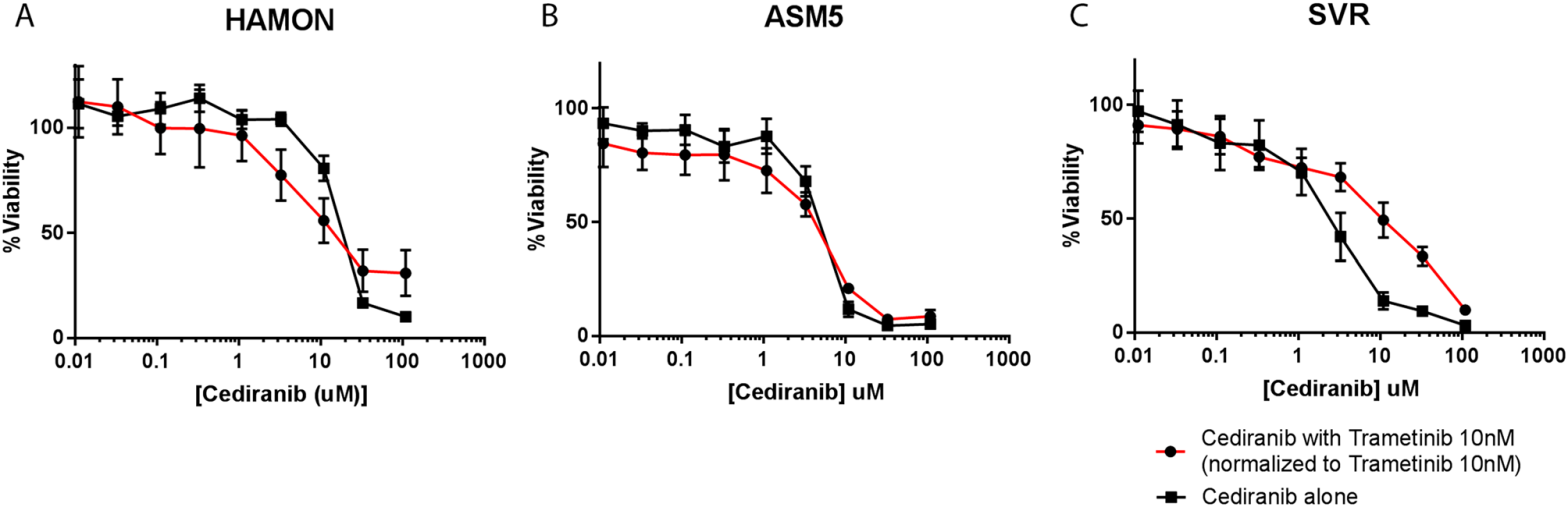
Lack of synergy between trametinib and cediranib in angiosarcoma cell lines in vitro. HAMON (**A**), ASM5 (**B**), and SVR (**C**) angiosarcoma cells were grown in increasing concentrations of cediranib, either alone or in combination with 10 nM trametinib. With 10 nM trametinib alone, HAMON cells had 37% viability, ASM5 had 63% viability, and SVR had 44% viability in the experiments presented. When normalized for the single agent activity of 10 nM trametinib, there was no synergy between cediranib and trametinib in any of the models. Graphs were made in GraphPad Prism 7 (https://www.graphpad.com/scientific-software/prism/). Unedited/cropped images were formatted in Adobe Photoshop 2020 (https://www.adobe.com/) to create the figure layout.

### Combined VEGFR and MEK inhibition delays SVR tumor growth in an in vivo model

We then assessed the effects of trametinib and cediranib in an in vivo model. SVR cells were chosen due to their ability to form tumors when injected subcutaneously in nude mice. Since a significant percentage of angiosarcomas arise in the skin, this is considered an orthotopic site. SVR cells were injected subcutaneously into the flanks of nude mice. Tumors were allowed to establish and then the mice were treated daily with cediranib, trametinib, cediranib and trametinib combined, or vehicle. Control and cediranib treated mice had rapid tumor growth (Fig. 3C) and developed hemorrhagic tumors as evidenced by peritumoral ecchymosis (Fig. 3D). Trametinib treated mice took longer for tumors to grow and did not develop hemorrhage. By day 23 after treatment initiation, all of the control and cediranib treated mice were sacrificed due to tumor growth or ulceration. Combination treated mice had tumors that were significantly smaller than those treated with single agent trametinib by day 26 after treatment (p = 0.04).

**Figure 3:**
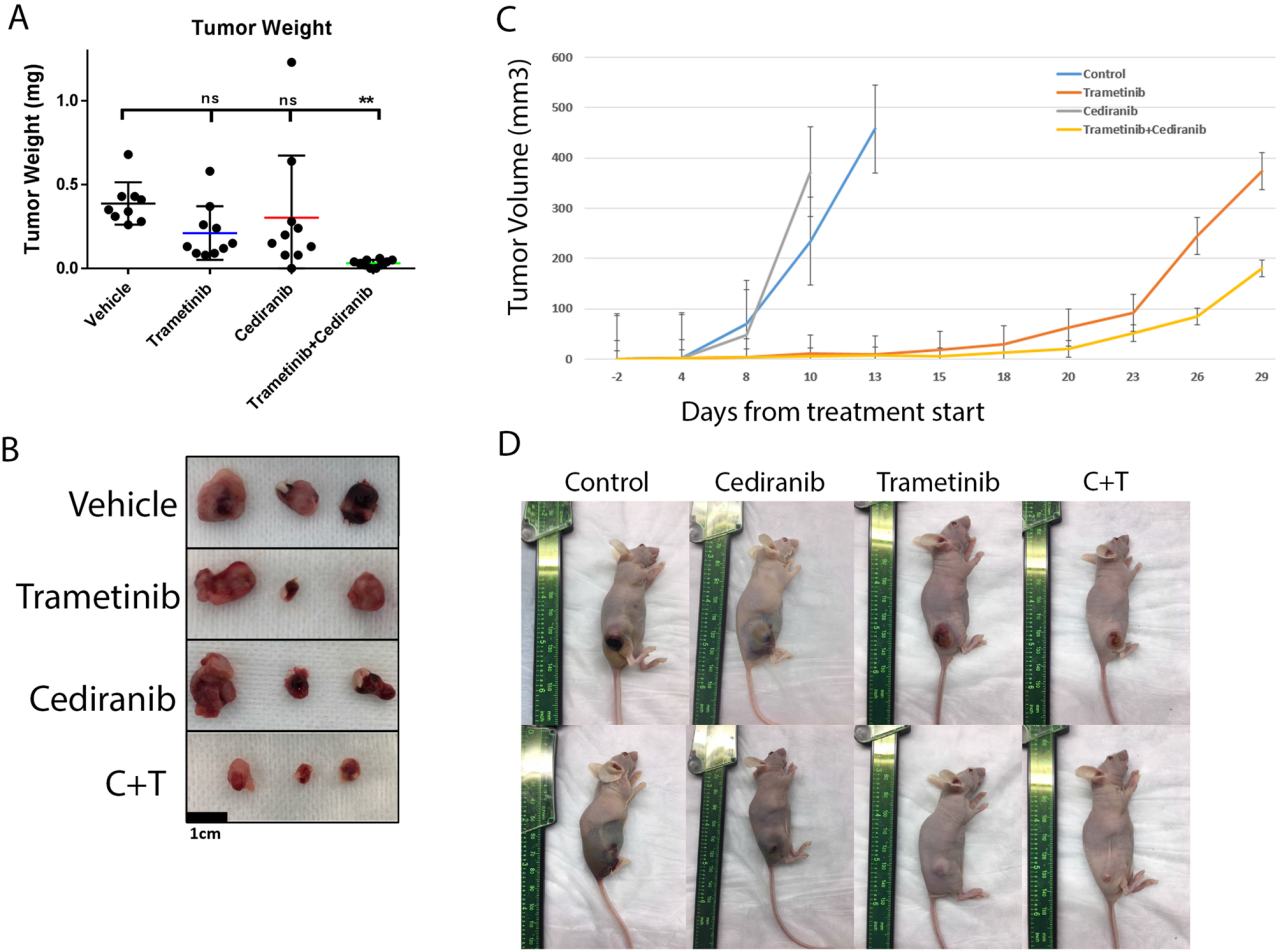
Combinatorial effect of trametinib and cediranib on SVR xenografts. Two treatment experiments were performed with different endpoints. In one experiment (left, **A**,**B**) all tumors were harvested at the same timepoint to allow for comparison of tumor weight between groups. In the second (right, **C**,**D**), tumors were harvested after they grew above the IACUC mandated maximum size or became ulcerated. (**A**) Combined treatment with trametinib and cediranib resulted in decreased tumor weight. (**B**) Representative tumors after 17 days of treatment. (**C**) Tumor growth curves of SVR xenografts treated with vehicle, trametinib, cediranib, or cediranib combined with trametinib in a separate experiment in which trametinib and combination treated mice were allowed to grow after control and cediranib treated mice were sacrificed. Curves discontinue when any mice from the representative group had to be sacrificed. (**D**) Representative mice from each group (two representative pictures from each group) demonstrating tumor hemorrhage in the control and cediranib groups and not in the trametinib treated groups. Data are presented ± SEM. Graphs were made in GraphPad Prism 7 (https://www.graphpad.com/scientific-software/prism/). Unedited/cropped images were formatted in Adobe Photoshop 2020 (https://www.adobe.com/) to create the figure layout.

A separate experiment was performed under the same conditions in order to evaluate tumors at the same time point on treatment. All mice were sacrificed after 17 days of treatment. In vivo tumor size was reduced by > 90% in the combination group compared to vehicle or either drug alone at (vehicle 478 ± 136 mm^3^, trametinib 127 ± 51.4 mm^3^, cediranib 244 ± 109 mm^3^, and trametinib + cediranib 7.6 ± 2.2 mm^3^; ANOVA p < 0.01). There was also a similar reduction in tumor weight (vehicle 0.39 ± 0.04 g, trametinib 0.21 ± 0.05 g, cediranib 0.30 ± 0.12 g, and trametinib + cediranib 0.03 ± 0.01 g; p < 0.01) (Fig. 3A,B), and a significant decrease in proliferation in the combination group compared with either treatment alone as assessed by Ki67 immunohistochemistry (Supp Fig. S1A,B). There were no statistically significant changes in cleaved caspase 3 in any of the in vivo treated tumors, suggesting that the observed effect is not by induction of apoptosis in the in vivo model (Supp Fig. S1A,B).

### RPPA analysis of HAMON cells demonstrates parallel pathway effects of VEGFR and MAPK inhibition

HAMON angiosarcoma cells, chosen because they are a patient derived cell line, were treated for 72 h and protein lysates were analyzed by RPPA. Although it did not reach statistical significance, phosphorylated ERK trended towards an increase in cediranib treated cells, and this was suppressed with the addition of trametinib (Fig. 4A). Additionally, a paradoxical increase in MEK phosphorylation with trametinib treatment alone was observed, which was inhibited with the addition of cediranib (Fig. 4A). No changes were observed in BRAF phosphorylation or expression (Fig. 4A). Similarly, Protein kinase B (AKT) phosphorylation increased with MEKi alone, and this increase was suppressed by cediranib. There appeared to be an additive decrease in S6 phosphorylation with trametinib and cediranib treatment (Fig. 4B). Apoptosis associated proteins were increased in combination treatment and mitosis related proteins were decreased in combination treatment (Supplemental Fig. S2). Western blot analysis of p-ERK and p-AKT in three angiosarcoma cell lines suggested slight increases in p-ERK with cediranib treatment and slight increases in p-AKT with effective trametinib treatment (supplemental Fig. S3), similar to what was seen in the RPPA analysis.

**Figure 4:**
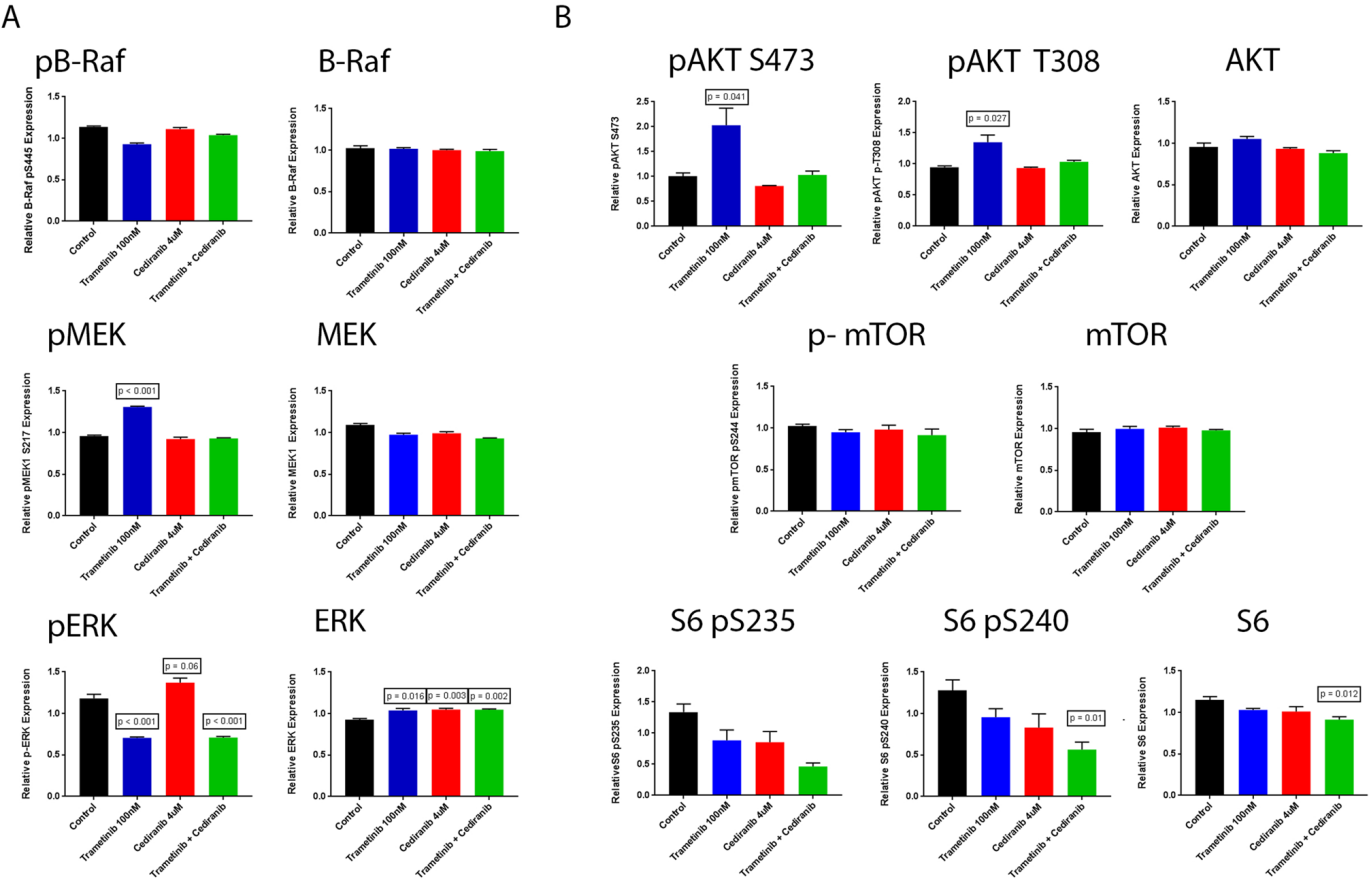
Reverse phase protein array (RPPA) analysis of HAMON cells treated with Trametinib, Cediranib, and the combination of Trametinib and Cediranib for 72 h. (**A**) Relative expression of MAPK related proteins and phospho-proteins. (**B**) Relative expression of AKT/mTOR pathway proteins. Statistically significant comparisons to control are noted, defined as t-test p < 0.05. Other comparisons of treatment to control were not statistically significant. Graphs were made in GraphPad Prism 7 (https://www.graphpad.com/scientific-software/prism/). Unedited/cropped images were formatted in Adobe Photoshop 2020 (https://www.adobe.com/) to create the figure layout.

### Transcriptional analysis reveals distinct gene expression profiles with MAPK and VEGFR inhibition

Expression profiles for cediranib treated tumors were similar to that of untreated control. 

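SVR xenografts, tumors of a mouse angiosarcoma cell line in nude mice, received daily gavage of vehicle, trametinib, cediranib or both drugs, with 1 mg/kg for trametinib and 3 mg/kg for cediranib. RNA of the whole tumor was captured with exome probes before sequencing, so a gene's count depends on its probes as well as on its transcripts. Tumor cells, stroma and skin were all of mouse origin, and alignment to the GRCm38 genome does not separate them. The authors deposited raw counts per gene, without normalization, made with STAR 2.7.1a and featureCounts 1.6.0 for 12 tumors, 3 per treatment. The strand setting and the handling of reads with several positions are not given in the sources used here, so the counts of overlapping genes can include each other's reads. Which of the paper's 2 treatment experiments the tumors come from is not given in the sources used here. In 1 of them tumors were taken at different times, so time on treatment can differ between groups. The libraries held between 9478865 and 11666094 counts. The median was 10477699 counts for control, 11121748 for trametinib, 10301639 for cediranib and 9835825 for combination treated tumors. A filter on low counts (edgeR's filterByExpr) left 12897 of the 54232 genes. Counts were scaled with TMM factors, and 1 quasi-likelihood model in edgeR was fitted to all 12 libraries. A gene was called at the paper's threshold, an FDR of 0.05 (Benjamini-Hochberg) with an absolute log2 fold change of at least 1.5. The biological coefficient of variation was 27.2%. A count of 3 corresponded to 0.251 to 0.349 CPM in a library, the limit that a count of 0 allows, for counting error only. Among the alternatives, 1 added an epidermal score to the model, the mean log2 CPM of the 22 tested genes of an epidermis list without keratins.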

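In cediranib treated tumors compared to control, the quasi-likelihood test called 0 genes, and the smallest FDR was 0.999 (edgeR, Benjamini-Hochberg). At an unadjusted p under 0.05 there were 557 genes. Under the same threshold edgeR's likelihood ratio test called 14 genes, its exact test 3, and the Wald test of DESeq2 10. Without the filter on low counts 324 genes were called, the alternative that moved the count most. In that fit edgeR gave all genes a common quasi-likelihood spread, and genes that pass the filter, such as Fgfr2, were among those called. The rise thus does not come only from the added genes. Leaving out cediranib replicate 2 gave 7 called genes, and leaving out any other of the 6 libraries gave 0. The transcripts of the VEGF receptors, which cediranib inhibits, had log2 fold changes of -0.66 for Kdr (standard error 0.52), -0.47 for Flt1 (0.33) and -1.19 for Flt4 (0.60). None of the 3 was called by edgeR. The value for Kdr was 0.08 without control replicate 3 and 0.12 with the epidermal score in the model.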

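In a principal component analysis of log2 CPM over all genes tested, component 1 held 32.9% of the variance and component 2 held 23.0%. On component 2 the control tumors lay between 15.8 and 38.0 and the cediranib treated tumors between 33.4 and 41.7. Trametinib treated tumors lay between -52.7 and -29.8 on this component, and combination treated tumors between -24.3 and -19.3. On component 1 the combination treated tumors lay between 47.4 and 58.9, and the trametinib treated tumors between -45.6 and -24.4. Component 1 also spread the cediranib treated tumors, from -32.1 to 34.7, and the control tumors, from -45.8 to 4.77. Over all genes, the mean Euclidean distance between groups exceeded that within groups by 18.0 for trametinib against control, 36.8 for combination against control and 37.0 for combination against trametinib. The excess was 22.4 for combination against cediranib and 29.3 for trametinib against cediranib. Each of these 5 was the largest of the 10 splits of its 6 libraries (one-sided exact permutation test, p = 0.1, the smallest p that 3 tumors against 3 allow). For cediranib against control the excess was 0.0674 (one-sided exact permutation test, p = 0.3), and another split of the same libraries reached 19.6. The library nearest to control replicate 1 was cediranib replicate 1, and control replicates 2 and 3 were both nearest to cediranib replicate 2. Restricting the analysis to the 500 most variable genes moved the share of component 1 most, to 50.9%.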

Expression profiles of trametinib treated tumor and combined trametinib and cediranib treated tumors were distinct in principal component analysis (PCA), and separate from control or cediranib treated tumors (Fig. 5A). When compared to control, genes significantly upregulated in the tumors treated with cediranib alone included fibroblast growth factor receptor 2 (FGFR2) and Fc fragment of IgG binding protein (FCGBP) (Fig. 5B). 

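Fgfr2 (ENSMUSG00000030849) lies on chromosome 7 from 130162451 to 133123350 on the minus strand and overlaps Ctbp2 on the same strand. It had 2.41 ± 0.16 CPM in control and 11.7 ± 6.16 CPM in cediranib treated tumors (mean ± SD, n = 3). The cediranib replicates 1 to 3 had 15.2, 4.63 and 15.4 CPM. The log2 fold change was 2.28 (standard error 0.44, FDR 0.999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 cediranib values lay above all 3 control values. Without cediranib replicate 2 it was 2.66 and the gene was called (FDR 0.0198). The likelihood ratio test and the exact test of edgeR and the Wald test of DESeq2 also called Fgfr2. Fcgbp (ENSMUSG00000047730) lies on chromosome 7 from 28071236 to 28120860 on the plus strand. In control tumors it had 1.02, 0 and 0 CPM, and in cediranib treated tumors 14.8, 1.70 and 10.7 CPM. The log2 fold change was 4.57 (standard error 1.11), with the same FDR, and without control replicate 1 the fold has only the limit of 0 counts to be set against. Fcgbp was called only where low counts were not filtered, in the fit with a common spread for all genes. Adding the epidermal score lowered the log2 fold change to 1.39 for Fgfr2 and 2.85 for Fcgbp. Celsr2, on chromosome 3 from 108390851 to 108415552, had 0.458 CPM in control and 4.38 CPM in cediranib treated tumors. This is a log2 fold change of 3.19 (standard error 0.62), and it was called by the same other tests as Fgfr2. In combination treated tumors the log2 fold change against control was 3.41 for Fgfr2 (FDR 0.00155), 5.09 for Fcgbp (FDR 0.0161) and 4.84 for Celsr2 (FDR 0.00135), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of these 3 calls held with the epidermal score in the model, and that of Fcgbp was lost without control replicate 2 (FDR 0.058) or 3 (FDR 0.0622).

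**Figure D1:**
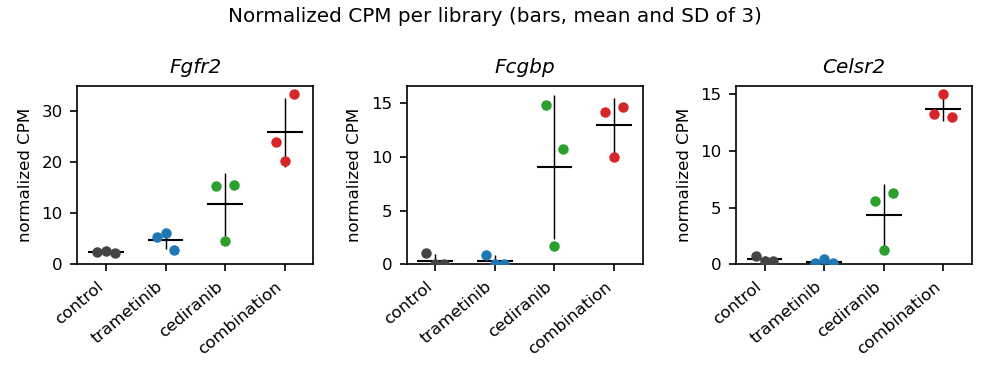
CPM of Fgfr2, Fcgbp and Celsr2 in each tumor by treatment; points are tumors, bars are the mean and SD of 3. Cediranib replicate 2 lies below the other two cediranib treated tumors for Fgfr2 (4.63 CPM) and Fcgbp (1.70 CPM).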

Trametinib treatment led to lower expression levels of members of the dual specificity protein phosphatase (DUSP) subfamily DUSP5 and DUSP6, integrin subunit alpha 6 (ITGA6), ETS variant transcription factor 5 (ETV5), and early growth response 1 (EGR1), and higher levels of protocadherin 19 (PCDH19) compared to untreated tumors (Fig. 5C,D). Both trametinib and combined treated tumors had high levels of transcripts associated with skin such as Leucine-rich repeat-containing G-protein coupled receptor 4 (LGR4), SERTA domain-containing protein 4 (SERTAD4), and keratins (KRT) (Fig. 5C,D), consistent with the infiltrative growth pattern seen in these cutaneous tumors. 

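Egr1, on chromosome 18 from 34859823 to 34864956, had 87.2 ± 0.975 CPM in control and 3.85 ± 1.09 CPM in trametinib treated tumors (mean ± SD, n = 3). Its log2 fold change was -4.49 (standard error 0.23, FDR 2.15e-06), and this and the FDRs that follow are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Dusp6 (chromosome 10, 99263231 to 99267488) went from 44.4 ± 4.7 to 3.37 ± 1.30 CPM, a log2 fold change of -3.7 (standard error 0.24, FDR 1.59e-05). Dusp5 (chromosome 19, 53529109 to 53542431) went from 68.7 ± 26.5 to 6.54 ± 1.6 CPM, a log2 fold change of -3.38 (standard error 0.31). Etv5, on chromosome 16 from 22381309 to 22439719, had a log2 fold change of -3.67 (standard error 0.28), with 72.7 ± 3.71 CPM in control. Itga6, on chromosome 2 from 71745616 to 71856771, had one of -3.25 (standard error 0.22), with 258 ± 21.5 CPM in control. Pcdh19, on chromosome X from 133582860 to 133688987, rose from 48.4 ± 5.77 to 503 ± 85.4 CPM, a log2 fold change of 3.38 (standard error 0.31). The FDR was 3.35e-05 for Etv5, 1.62e-05 for Itga6 and 0.000101 for Dusp5 and Pcdh19. Dusp5 and Pcdh19 each have a gene on the opposite strand. For all 6 genes the 3 trametinib values lay apart from the 3 control values, and the gene was called under every alternative run. The range with single libraries left out was widest for Dusp5, -3.57 to -3.02. The transcripts of trametinib's targets had log2 fold changes of -0.05 for Map2k1 (standard error 0.20) and 0.29 for Map2k2 (0.13), and Mapk3, downstream of them, had -0.02 (0.14). These 3 were not called, and 2 of them changed sign as single libraries were left out, Map2k1 (-0.18 to 0.12) and Mapk3 (-0.08 to 0.02). In combination treated tumors compared to control, the 5 lowered genes had log2 fold changes of -3.23 (Egr1), -1.91 (Dusp6), -2.62 (Dusp5), -2.09 (Etv5) and -2.5 (Itga6), and Pcdh19 had 3.21. All 6 were called, Dusp5 and Etv5 no longer with the epidermal score in the model. A lost call does not show that the change was gone. A list of 22 genes induced by ERK, with these 2 among them, was still called lower with the score (limma's camera test, FDR 5.34e-14).

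**Figure D2:**
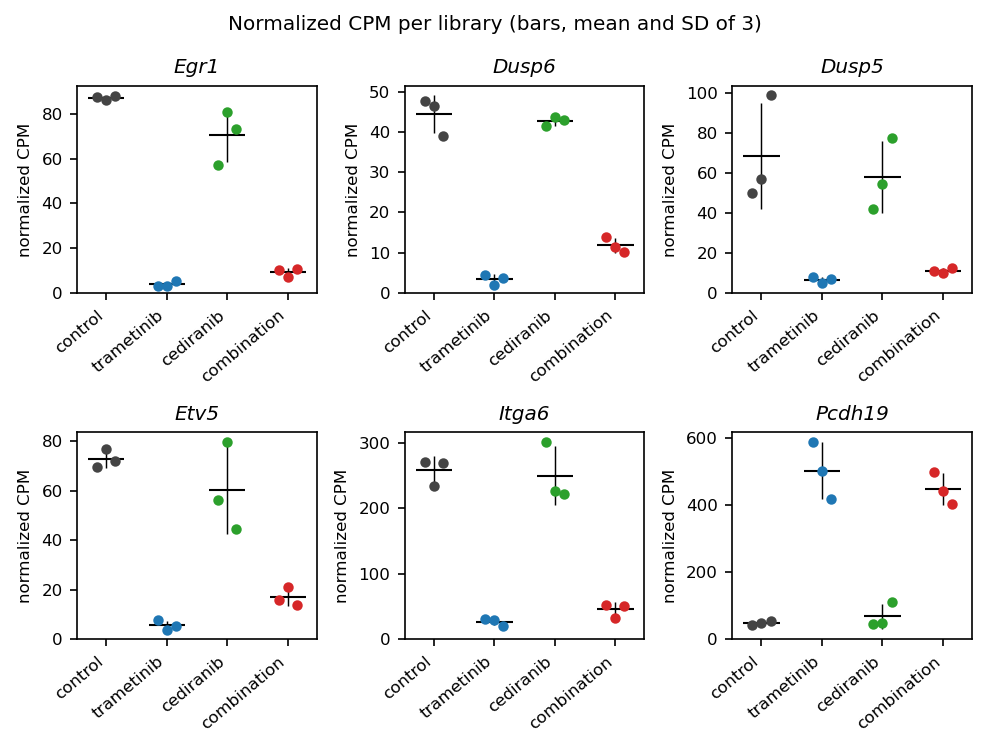
CPM of Egr1, Dusp6, Dusp5, Etv5, Itga6 and Pcdh19 in each tumor by treatment; points are tumors, bars are the mean and SD of 3. Egr1 lay near 87.2 CPM in control and 3.85 CPM in trametinib treated tumors, and Pcdh19 near 48.4 and 503 CPM.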

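Lgr4, on chromosome 2 from 109917647 to 110014257, had 12.3 CPM in control, 86.8 CPM in trametinib, 12.5 CPM in cediranib and 60.2 CPM in combination treated tumors (means, n = 3). Against control the log2 fold change was 2.82 with trametinib (standard error 0.32, FDR 0.00041) and 2.29 with the combination (standard error 0.31, FDR 0.00179), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Sertad4, on chromosome 1 from 192844488 to 192855756 with a gene on the opposite strand, had 0.643, 16.3, 0.494 and 4.23 CPM in the same order. For Sertad4 the log2 fold change was 4.64 with trametinib (standard error 0.55, FDR 0.000621) and 2.71 with the combination (standard error 0.55, FDR 0.0119), from the same edgeR test and adjustment. Neither gene was called in the combination with the epidermal score in the model, while both calls with trametinib held under every alternative run. Of 53 keratin genes in the counts, 37 were tested. With the combination, 35 of them were higher than in control and 2 lower, with 9 called higher and 1 lower. The median log2 fold change was 5.00, and 4.83 with the 4 genes at 0 in a group set to the bound that 3 counts over the group allow. With trametinib, 8 keratin genes were higher than in control and 28 lower, with 0 called higher and 1 lower by edgeR. Here the median was -2.58, or -1.43 with 7 genes at their bound, and the mean log2 CPM of the family fell by 0.97 (two-sided exact permutation test, p = 0.1, the smallest p possible). Control replicate 1 held most keratin counts among controls, and without it the median with trametinib was -0.59, and the median with the combination was 7.66. Krt14 had 266, 1.72 and 1.01 CPM in control replicates 1 to 3 and 1.27, 2.09 and 0.335 CPM in the trametinib replicates. Krt5 had a log2 fold change of -5.31 with trametinib (standard error 2.15, FDR 0.183 from edgeR with Benjamini-Hochberg adjustment), which became 1.22 without control replicate 1. Krt71 was called with the combination at 8.65 (standard error 2.26, FDR 0.0339 from edgeR with Benjamini-Hochberg adjustment), but not with any 1 of the 6 libraries left out (FDR 0.0566 without combination replicate 2 to 0.111 without control replicate 3) or with the epidermal score. Ivl, an epidermal gene labelled in Fig. 5C, had 0 counts in all 3 trametinib treated tumors and 543 in control, so it was at least 181-fold lower. The paper regards high skin transcripts, for which it names Lgr4, Sertad4 and keratins, as compatible with the infiltrative growth of these tumors.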

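The summed CPM of all keratin genes was 91.2, 69.2 and 59.8 in the trametinib treated tumors and 4925, 7160 and 5564 in the combination treated tumors. As a share of all counts this was 0.00615% to 0.00907% with trametinib and 0.509% to 0.765% with the combination. Among the other tumors, 2 of the 3 treated with cediranib had sums of 5406 and 3772 CPM, and the third had 116 CPM. The control tumors had 852, 119 and 189 CPM. Between combination and trametinib, 34 keratin genes were higher and 3 lower, and the mean log2 CPM of the family differed by 5.54 (two-sided exact permutation test, p = 0.1, the smallest p possible). The median log2 fold change was 8.42, and 7.60 with 9 genes at their bound. edgeR's quasi-likelihood test called 2 keratin genes higher and 0 lower. Krt14, on chromosome 11 from 100203162 to 100207548, had 1486, 2340 and 1499 CPM in the combination replicates. Its log2 fold change was 10.55 (standard error 2.57, FDR 0.0709), and that of Krt6b, on chromosome 15 from 101676023 to 101680287, was 13.17 (standard error 3.02, FDR 0.062), from edgeR with Benjamini-Hochberg adjustment. Both were called where only these 2 groups entered the model, by the likelihood ratio and exact tests of edgeR and by DESeq2. The epidermal score ran from -1.02 to -0.67 with trametinib and from 2.91 to 3.61 with the combination, so a model that holds it fixed has no overlap between these groups. In that model the log2 fold change was -2.27 for Krt14 and -1.20 for Krt6b. Dsp, a desmosome gene on chromosome 13 from 38151294 to 38198577, was called at 11.74 (standard error 2.41, FDR 0.0464 from edgeR with Benjamini-Hochberg adjustment). With any 1 of the 6 libraries left out Dsp was not called, with an FDR from 0.0929 without combination replicate 1 to 0.139 without trametinib replicate 2 or 3, nor with the replicate number as a block or with the epidermal score, of which Dsp is part.

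**Figure D3:**
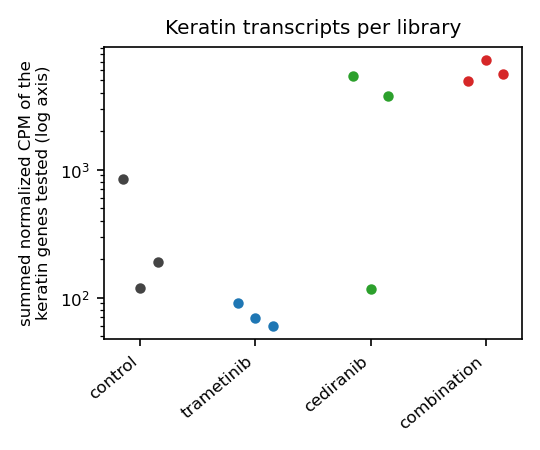
Summed keratin CPM of each tumor by treatment on a log axis; each point is 1 tumor. The trametinib treated tumors lie between 59.8 and 91.2 CPM and the combination treated tumors between 4925 and 7160 CPM, while the cediranib treated tumors run from 116 to 5406 CPM.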

Comparison of combination treated tumors with trametinib treated tumors demonstrated higher keratin levels in the combination treated tumors (Fig. 5E).

**Figure 5:**
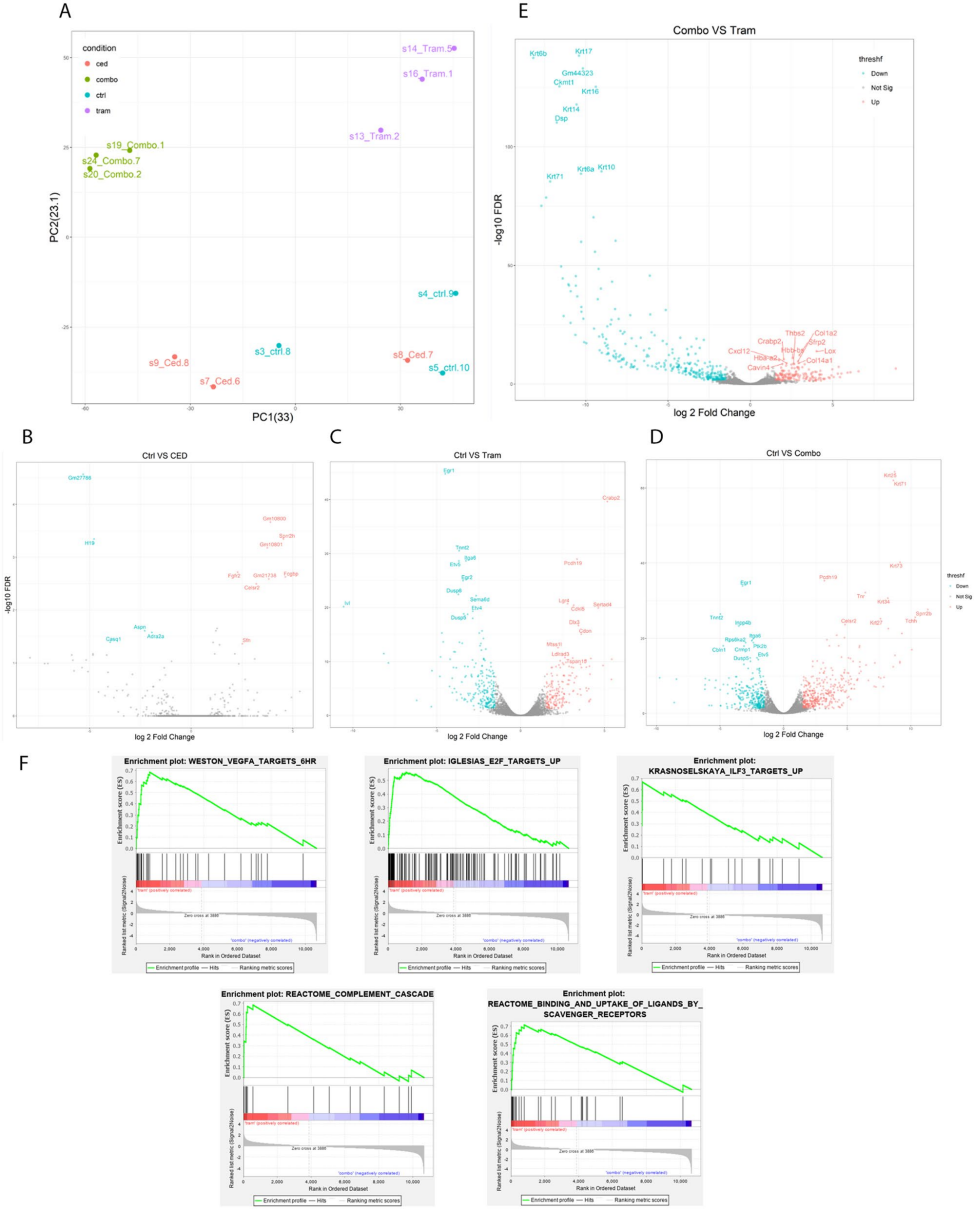
RNA sequencing of SVR xenograft whole lysate after treatment. (**A**) Principal component analysis demonstrates 3 distinct patterns of expression, with control (blue) and cediranib (red) treated tumors in one cluster, and trametinib treated tumors (purple) and combined trametinib and cediranib treated tumors (green) clustering separately. (**B**–**D**) Volcano plots for cediranib (**B**), trametinib (**C**), and combination (**D**) treated tumors compared to controls vehicle treated tumors. (**E**) Volcano plot comparing trametinib treated tumors to combination treated tumors. (**F**) Gene sets enriched in trametinib treated tumors compared with combination treated tumors. Volcano plots were made in R (https://www.r-project.org/). Graphs in panel (**F**) were made with GSEA software available at https://www.gsea-msigdb.org/gsea/index.jsp.

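The numbers of genes behind the volcano plots depended on the comparison. Trametinib against control gave 310 called genes, 126 higher and 184 lower, and combination against control gave 466, 246 higher and 220 lower. Combination against trametinib gave 87, 69 higher and 18 lower. Outside the plots, combination against cediranib gave 316 and trametinib against cediranib 450. Without the low-count filter, in a fit that gave all genes a common spread, the first 3 of these comparisons gave 687, 1129 and 773 genes. Without cediranib replicate 1 there were 193 genes for combination against cediranib and 263 for trametinib against cediranib, and without trametinib replicate 2 285 for the latter. For combination against control the count was 269 and 248 without control replicates 2 and 3, and 309 and 271 without combination replicates 1 and 2. For combination against trametinib it was 16, 3 and 6 without trametinib replicates 1, 2 and 3, and 24, 0 and 10 without combination replicates 1, 2 and 3. With the epidermal score in the model edgeR called 54 genes for combination against control and 0 for combination against trametinib, where 2309 genes had an unadjusted p under 0.05 without the score. Scaling by library totals alone gave 511 genes for combination against control, 62.6% of them higher in place of 52.8%, as it shifted the median of all genes by 0.13 on the log2 scale. Every gene that could be read from Fig. 5B-E had the direction drawn there, 13, 19, 20 and 20 genes in the 4 panels. A further label of Fig. 5C was first read as Tspan18, which had -0.95 against the direction drawn (edgeR FDR 0.435, Benjamini-Hochberg), and was left out as not legible after this value had been seen. Of the genes counted the quasi-likelihood test called 0, 19, 18 and 5, and with the epidermal score in the model 0, 19, 8 and 0. The 5 in the last panel were Ckmt1, Dsp, Crabp2, Cxcl12 and Cavin4. Leaving out any 1 of the 6 libraries compared left all 19 genes of Fig. 5C and 13 genes of Fig. 5D called. In Fig. 5E it left 0 without trametinib replicate 2 or 3 or combination replicate 2, 1 without trametinib replicate 1 or combination replicate 1, and 2 without combination replicate 3. Crabp2, on chromosome 3 from 87948666 to 87953376, was called at 5.18 with trametinib against control (FDR 1.59e-05) and at -2.04 with the combination against trametinib (FDR 0.0196), from edgeR with Benjamini-Hochberg adjustment. The second of these calls was lost without trametinib replicate 2 (FDR 0.0552) or 3 (FDR 0.0643) and without combination replicate 1 (FDR 0.0584) or 2 (FDR 0.0787).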

Gene set enrichment analysis (GSEA) revealed that, compared to trametinib treated tumors, control tumors were enriched for MAPK pathway related gene sets, phagosome acidification pathway, Interleukin 2 (IL2), Interleukin 4 (IL4), Interleukin 7 (IL7), and phospholipid metabolic processes. 

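The collections of gene sets that the paper used were not used here. For each pathway it names, a short list of mouse genes was written from general knowledge, together with lists for cell types, 27 lists in all. Each list was compared with all other genes by limma's camera test with an inter-gene correlation of 0.01, and the 108 tests (27 lists in 4 comparisons) were adjusted together by Benjamini-Hochberg. In trametinib treated tumors compared to control, 13 lists passed an FDR of 0.05. The list of MAPK output genes (22 genes induced by ERK, among them Egr1, Dusp5, Dusp6 and Etv5) had a median log2 fold change of -2.24 and a camera FDR of 9.1e-26. Of its genes 21 were lower and 1 higher, and 13 were called by edgeR, all lower. The phagosome acidification list (17 genes) had a median of -0.07 (camera FDR 0.198, 11 lower and 6 higher), and passed the threshold without trametinib replicate 3 (FDR 0.0365) and with the epidermal score in the model (FDR 0.0437). The list for IL-2, IL-4 and IL-7 signaling (15 genes) had a median of -0.13 (camera FDR 0.0657), with 13 genes lower and 2 higher, and passed without control replicate 2 (FDR 0.0428) or trametinib replicate 2 (FDR 0.0292). In this list edgeR called Bcl2 lower at -2.20 (standard error 0.31, FDR 0.00175, Benjamini-Hochberg) and Irs1 higher at 1.90 (standard error 0.50, FDR 0.0452, Benjamini-Hochberg). The call of Irs1 was lost without any 1 of the 6 libraries (FDR 0.059 without trametinib replicate 3 to 0.148 without trametinib replicate 2) and with the epidermal score (FDR 0.0854). The phospholipid metabolism list (36 genes) had a median of -0.09 (camera FDR 0.659), with 21 genes lower and 15 higher. With the correlation estimated from the data, the alternative that moved these tests most, 2 of the 13 calls held, MAPK output (FDR 0.00917) and the shorter MAPK activity score (FDR 0.0207). With it 0 of 14 calls held for cediranib against control, 1 of 12 for combination against control (MAPK output, FDR 0.038) and 0 of 15 for combination against trametinib.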

In the comparison of trametinib treated tumors vs combination treated tumors, trametinib treated tumors were most enriched for E2F transcription factor (E2F) targets (previously associated with angiosarcoma tumor^29^), VEGF-A signaling, and innate immune pathways including upregulation of targets of interleukin enhancer binding factor 3 (ILF3), complement cascade activation and increased activity of scavenger receptors with a nominal p- value < 0.001 (Fig. 5F).

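The E2F target list (34 genes) had a median log2 fold change of -0.13 in the combination compared to trametinib, with 24 genes lower and 10 higher (camera FDR 0.0388). Its FDR was 0.0575 without trametinib replicate 1, 0.0656 without trametinib replicate 2, 0.0759 without combination replicate 2 and 0.171 without combination replicate 3, and it was 0.2 with the epidermal score in the model and 0.0649 with only these 2 groups. The VEGF-A response list (14 genes) had a median of 0.52, with 10 genes higher and 4 lower in the combination (camera FDR 0.0752). It passed the threshold without trametinib replicate 1 (FDR 0.045) or combination replicate 2 (FDR 0.0343), with the epidermal score in the model (FDR 8.2e-05) and with only these 2 groups (FDR 0.0446). The angiogenesis list (30 genes), which shares 7 genes with it, was lower in the combination, with a median of -0.47 and 22 genes lower (camera FDR 0.00941, preranked GSEA FDR 0.0276). This call was lost without combination replicate 2 (FDR 0.0919), and with the epidermal score in the model the list was higher (FDR 0.00228). The complement list (17 genes) had a median of -0.58, with 11 genes lower and 6 higher (camera FDR 0.0414). That call was lost without trametinib replicate 2 (FDR 0.158) and without combination replicate 1 (FDR 0.0575) or 2 (FDR 0.0607), and with the epidermal score in the model the list was higher (FDR 0.0351). The scavenger receptor list (11 genes) had a median of -0.49 (camera FDR 0.116), with 9 genes lower. The ligands of these receptors (19 genes) had a median of -0.74 (camera FDR 0.0014), with 18 genes lower. Of the listed ligands 4 are also in the erythroid list and 4 in the extracellular matrix list. Both lists were higher with the epidermal score, with a camera FDR of 0.336 for the receptors and 0.00087 for the ligands. This score does not overlap between trametinib and combination treated tumors. Values with it therefore rest on its trend over all groups, and the turned directions do not show what equal epidermis RNA would give.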

In the GSEA by WebGestalt, angiogenesis and WNT signaling pathway related genes were upregulated in trametinib treated tumors compared to control and control tumors were enriched for MAPK pathway activation. 

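The angiogenesis list (30 genes) had a median log2 fold change of -0.62 in trametinib treated tumors compared to control, with 18 genes lower and 12 higher (camera FDR 0.0544). It passed the threshold in the same direction without control replicate 1 (FDR 0.00638), control replicate 2 (FDR 0.0287) or trametinib replicate 1 (FDR 0.0344), and with the epidermal score in the model (FDR 0.000915). Leaving out other libraries raised the FDR to as much as 0.506. The list of WNT pathway members (29 genes) had a median of 0.17, with 17 genes higher and 12 lower (camera FDR 0.0139). Of these edgeR called 4 higher, Lgr4, Wnt10a, Wnt10b and Fzd2. Without control replicate 1 the camera FDR of this list was 0.0721, and with the epidermal score it was 0.0728. The MAPK activity score (10 genes, all of them also in the MAPK output list) had a median of -2.57, with 9 genes lower and 7 called by edgeR (camera FDR 5.1e-15). Preranked GSEA on the same lists (fgsea) gave an FDR of 0.0568 for angiogenesis, 0.00529 for the WNT pathway and 2.13e-08 for the MAPK activity score, in the same directions.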

When compared to combination treated tumors, trametinib treated tumors were enriched for gene sets related to muscle, extracellular matrix organization, and WNT signaling activation. 

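The skeletal muscle list (26 genes) had a median log2 fold change of -4.24 in the combination compared to trametinib (camera FDR 6.1e-05). Its mean log2 CPM was 1.88, 7.88 and 4.87 in trametinib replicates 1 to 3 and 3.09, 0.55 and 2.39 in the combination replicates, so the groups overlapped. All 26 genes were highest in replicate 2 among the trametinib treated tumors, and without it the camera FDR was 0.0656. Acta1, on chromosome 8 from 123891769 to 123894751, had a log2 fold change of -4.82 (standard error 2.11, FDR 0.26 from edgeR with Benjamini-Hochberg adjustment), which was -2.15 without trametinib replicate 2. The extracellular matrix list (33 genes) had a median of -0.95, with 31 genes lower and 2 higher (camera FDR 1.5e-07). Its mean log2 CPM was 7.12 ± 0.49 with trametinib and 5.89 ± 0.34 with the combination (SD, n = 3), and between 5.44 and 7.31 in control tumors. With the epidermal score in the model the direction of the list turned, with a camera FDR of 0.106. That score does not overlap between trametinib and combination treated tumors, so a turn with it rests on its trend over all groups. Col1a2 (chromosome 6, 4504814 to 4541544) had a log2 fold change of -2.90 (standard error 0.76, FDR 0.0813) and Lox (chromosome 18, 52516069 to 52529867) of -4.02 (standard error 0.96, FDR 0.0691), from edgeR with Benjamini-Hochberg adjustment. The WNT pathway list had a median of -0.19 in this comparison (camera FDR 0.502), and was higher with the epidermal score (FDR 0.759). The list of WNT target genes (11 genes) had a median of 0.12 and a mean of -0.03, and the camera test (FDR 0.869) pointed upward. Its direction turned with only these 2 groups in the model (FDR 0.979), in preranked GSEA (FDR 0.932) and without combination replicate 3 (FDR 0.518). Rspo3 was called higher in the combination at 3.77 (standard error 0.70, FDR 0.0369 from edgeR with Benjamini-Hochberg adjustment), but not with any 1 of the 6 libraries left out (FDR 0.064 without combination replicate 1 to 0.11 without trametinib replicate 2). Sfrp2 had a log2 fold change of -2.98 (standard error 0.79, FDR 0.0828 from the same edgeR test with Benjamini-Hochberg adjustment). With only these 2 groups in the model Lox, Col1a2 and Sfrp2 were called.

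**Figure D4:**
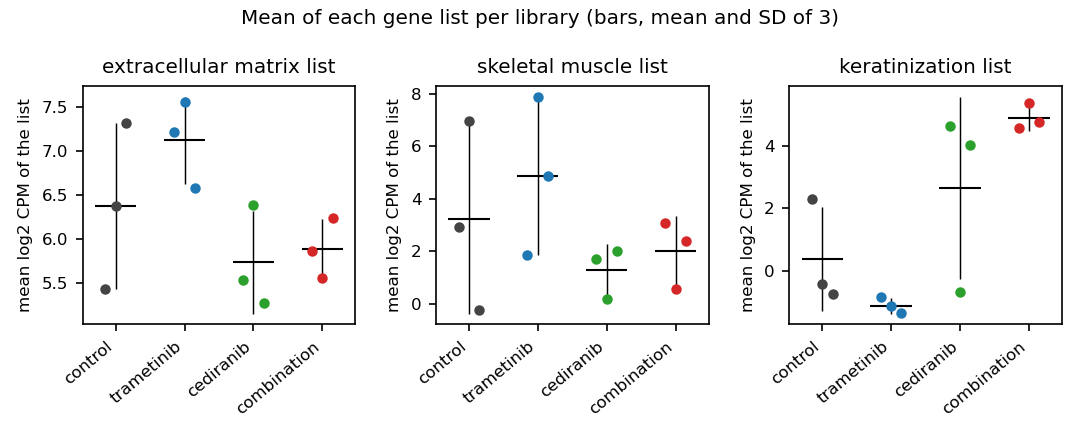
Mean log2 CPM of the extracellular matrix, skeletal muscle and keratinization lists in each tumor by treatment; points are tumors, bars are the mean and SD of 3. For skeletal muscle trametinib replicate 2 lies at 7.88 and trametinib replicate 1 at 1.88.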

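A list of core apoptosis genes (22 genes) had a median log2 fold change of 0.09 in combination against trametinib treated tumors, with 13 genes higher and 9 lower (camera FDR 0.285). In it Bcl2 was called higher at 1.98 (standard error 0.31, FDR 0.0226 from edgeR with Benjamini-Hochberg adjustment), a call lost without trametinib replicate 2 (FDR 0.0727) or 3 (FDR 0.0685) and without combination replicate 2 (FDR 0.0618) or 3 (FDR 0.0524). Mki67, whose protein was stained, had a log2 fold change of -0.12 (standard error 0.26), or 0.02 by library totals, and from -0.34 to 0.05 as single libraries were left out. A list of adhesion proteins that caspases cleave (9 genes) had a median of 3.19 (camera FDR 0.000573). Of the listed genes 5 are also in the epidermis list and 4 in the keratinization list. With the epidermal score in the model, made from the epidermis list, the FDR was 0.919. The keratinization list (30 genes) had a median of 8.88, with 30 genes higher, 7 of them called by edgeR (camera FDR 7.4e-25). Its mean log2 CPM was -1.12 ± 0.25 with trametinib and 4.90 ± 0.43 with the combination (SD, n = 3), and 4.64, -0.70 and 4.02 in the cediranib replicates. With the epidermal score in the model its camera FDR was 0.048 and its direction turned, but 16 of its listed genes are in the epidermis list behind the score, so this test is partly set by the list itself. The epidermis list, from which the score is made, and the hair follicle list, which share 16 and 0 genes with keratinization, had medians of 6.33 (camera FDR 8.6e-20) and 8.32 (camera FDR 2.9e-16).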

Compared to trametinib treated tumors, combination treated tumors were enriched for apoptosis related gene sets and keratinization.

## Discussion

Despite recent advances in cancer therapy, outcomes for patients with angiosarcoma remain poor. Recent data has suggested a role for dysregulated angiogenic signaling as a driver for angiosarcoma, but angiogenesis inhibitors overall had disappointing results in the clinic. Meaningful responses seem to be limited to patients with alterations in the VEGF receptors themselves^4,30^. Multi-pathway inhibition has proven to be a successful strategy in multiple cancer types in overcoming intrinsic and acquired resistance to inhibition of a single oncogenic signaling pathway^31,32^.

In recent years, sequencing efforts in angiosarcoma revealed aberrations in MAPK signaling. We hypothesized that MAPK signaling would be active in clinical angiosarcoma samples, and that targeting the MAPK pathway would be effective against angiosarcoma cells. Indeed, we found that MAPK activation was present by IHC in over half of clinical angiosarcoma samples and that treatment with either the MEK inhibitor trametinib or pan-VEGFR inhibitor cediranib decreased the viability of cultured angiosarcoma cell lines. Interestingly, although there was no synergy with the combined treatments in vitro, there was a combinatorial effect noted in the in vivo model. The unexpected discrepancy between the in vitro assays and in vivo results suggests that the microenvironment plays an important role in maintaining angiosarcoma tumors.

To date, little is known about the microenvironment of angiosarcoma. Since angiosarcoma tumor cells also stain positive for endothelial cell markers, clear delineation of the normal endothelium and blood supply cannot be assessed using typical endothelial cell markers by IHC due to their shared lineage. The few cases of remarkable responders to angiogenesis inhibitors where translational correlative data attribute the responses to alterations in angiogenesis genes such as KDR in the tumor cells rather than affecting the normal endothelial cells in the microenvironement^4,30^. One hypothesis to explain the different results in this study between in vitro and in vivo models is that normal endothelial cells in the microenvironment are also being targeted, as both MAPK and mTOR signaling are important in physiologic angiogenesis. However, efforts to target physiologic angiogenesis in angiosarcoma clinically have been largely unsuccessful^10–12^.

We performed gene set enrichment analysis to assess key pathways that may be differentially expressed as a result of treatment. 

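The mean log2 CPM of the MAPK output genes was 5.24 ± 0.09 in control tumors and 5.19 ± 0.13 in cediranib treated tumors (SD, n = 3). It was 3.00 ± 0.28 in trametinib treated tumors and 3.89 ± 0.09 in combination treated tumors. Every tumor that received trametinib lay below every tumor that did not. In cediranib treated tumors compared to control, the median log2 fold change of the 22 genes was -0.02 (camera FDR 0.535). In combination treated tumors compared to control it was -1.47, with 20 genes lower and 2 higher (camera FDR 9.7e-13). In combination compared to trametinib treated tumors it was 0.86, with 21 genes higher and 1 lower (camera FDR 4.6e-10). With the correlation estimated from the data the camera FDR was 0.038 for combination against control. For combination against trametinib it was 0.0633, so that call was lost.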

As expected, the tumors that were not treated with trametinib had enrichment in MAPK pathway related gene sets. 

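Wnt10b, on chromosome 15 from 98770712 to 98778150, had 1.57 ± 1.22 CPM in control and 27.9 ± 19.9 CPM in trametinib treated tumors (SD, n = 3). Its log2 fold change was 4.11 (standard error 0.68, FDR 0.00428), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Fzd2, on chromosome 11 from 102604396 to 102608058, had a log2 fold change of 1.88 (standard error 0.31, FDR 0.00387 from the same edgeR test and adjustment), which was 1.40 and below the fold threshold without trametinib replicate 2. Wnt10a, on chromosome 1 from 74791516 to 74803495, had 11 counts in the 3 control libraries and 118 in the trametinib libraries. Its log2 fold change was 3.41 (standard error 0.82, FDR 0.0301 from edgeR with Benjamini-Hochberg adjustment), and the call was lost without control replicate 1 (FDR 0.0955) or 2 (FDR 0.101) and without trametinib replicate 2 (FDR 0.0908) or 3 (FDR 0.0738). Genes that WNT signaling induces (11 genes tested of 19 listed) had a median of -0.47, a mean of 0.04 and a camera test that pointed downward (FDR 0.503). Among them Notum was called at 3.93 (standard error 1.02, FDR 0.0421 from edgeR with Benjamini-Hochberg adjustment), with 12 counts in control and 183 in trametinib libraries. That call held without control replicate 2 and was lost without any 1 of the other libraries (FDR 0.0639 without trametinib replicate 3 to 0.137 without control replicate 3) and with the epidermal score (FDR 0.0755).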

WNT signaling was enriched in trametinib treated tumors, consistent with the finding that MEK inhibition increases WNT signaling in colon cancer cells serving as a possible escape mechanism for colon cancer cells in the face of MEK inhibition^33^. The increase in angiogenesis pathways in trametinib treated cells in the GSEA is consistent with the mild increase in mTOR signaling seen in the RPPA, and may in part explain the difference seen between the trametinib and cediranib treated tumors in the in vivo model. However, the lack of synergy in the in vitro experiments suggests that these findings may be driven by differences in the microenvironment rather than solely changes in the cancer cells themselves.

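Of the 30 angiogenesis genes edgeR called 1 higher and 6 lower in trametinib treated tumors compared to control. The gene called higher was Vegfd, on chromosome X from 164373378 to 164402650, with 1.19 ± 0.70 CPM in control and 5.18 ± 0.95 CPM in trametinib treated tumors (SD, n = 3). Its log2 fold change was 2.14 (standard error 0.43, FDR 0.0118 from edgeR with Benjamini-Hochberg adjustment). Among the genes called lower, Pecam1 fell from 3.96 ± 0.74 to 0.744 ± 0.383 CPM, a log2 fold change of -2.38 (standard error 0.47, FDR 0.0111 from edgeR with Benjamini-Hochberg adjustment), with an FDR of 0.0501 without trametinib replicate 3. Cdh5 was called at -1.99 (standard error 0.52, FDR 0.0423 from edgeR with Benjamini-Hochberg adjustment), and with single libraries left out the call held only without control replicate 1, with FDRs from 0.0619 without control replicate 2 to 0.164 without control replicate 3 for the others, and it was also lost with the replicate number as a block. Flt1 had a log2 fold change of -1.82 (standard error 0.35, FDR 0.00946 from edgeR with Benjamini-Hochberg adjustment) and was called under every alternative run. A list of endothelial genes (15 genes), of which 10 listed genes are also in the angiogenesis list, had a median of -1.82, with 14 genes lower (camera FDR 7.6e-06). The tumor cells derive from endothelium, so this list reads tumor and host vessels together. The phosphoprotein measurements were not analysed here.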

As the interplay between the vascular system and immune systems is now well described^34^, a potential role for immune cells in the in vivo model is also possible. Indeed, recent reports identified macrophages^35^ and B-lymphocytes^36^ as relevant in sarcoma biology. A subset of angiosarcomas are known to have high tumor mutation burden suggesting that they are immunogenic^3,37^; however, the SVR model was in nude mice and did not contain T-cells. Similar to the general lack of knowledge of the relationship between angiosarcoma tumor cells and normal endothelial cells, the spatial relationship of angiosarcoma tumor cells and immune cells is also poorly understood. Limited reports have identified high rates of infiltrating immune cells including macrophages in clinical angiosarcoma samples^29,38^. Indeed, macrophages are well known to modulate the cancer microenvironment and impact response to VEGF pathway inhibition in other tumor types^39,40^ and have been specifically associated with angiosarcoma behavior^41^. MAPK activation mediated through ERK phosphorylation is an important step in differentiation of pro-tumorigenic M2 macrophages^42^. 

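The macrophage list (15 genes) had a median log2 fold change of -0.62 in combination against trametinib treated tumors, with 12 genes lower and 3 higher (camera FDR 0.00652), and was higher with the epidermal score in the model (FDR 0.212). Its mean log2 CPM was 2.8 ± 0.23 in control, 2.45 ± 0.32 in trametinib, 2.49 ± 0.50 in cediranib and 2.01 ± 0.19 in combination treated tumors (SD, n = 3). Cd68, on chromosome 11 from 69664213 to 69666153, had 4.50 ± 1.41 CPM with trametinib and 1.48 ± 0.38 CPM with the combination. It was called at -1.60 (standard error 0.33, FDR 0.0473 from edgeR with Benjamini-Hochberg adjustment), but not with any 1 of the 6 libraries left out (FDR 0.0579 without trametinib replicate 1 to 0.139 without trametinib replicate 2), nor with only these 2 groups in the model, the replicate number as a block or library totals, where it was -1.46. Il1b, on chromosome 2 from 129364570 to 129371139 with a gene on the opposite strand, had 0.343 ± 0.175 CPM with trametinib and 4.65 ± 1.70 CPM with the combination. It was called at 3.70 (standard error 0.46, FDR 0.0196 from edgeR with Benjamini-Hochberg adjustment), and the call was lost without trametinib replicate 2 (FDR 0.0552) or 3 (FDR 0.0643) and without combination replicate 2 (FDR 0.0618). Interferon-stimulated genes (14 genes) had a median of 0.43, with 12 genes higher and 2 lower (camera FDR 0.096). This list passed the threshold without combination replicate 3 (FDR 0.00173), with the replicate number as a block (FDR 0.0276) and with the epidermal score (FDR 0.00465). Since the score does not overlap between trametinib and combination treated tumors, values with it rest on its trend over all groups.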

GSEA revealed enrichment for gene sets associated with innate immunity in trametinib treated tumors compared with tumors treated in the combination, suggesting that the combination may be more effective by modulating the immune system rather than a direct effect on the cancer cells themselves. Interestingly, we also saw enrichment in several gene sets associated with T-cells in the control tumors in spite of the lymphocyte deficient model used, consistent with the recently described role of the adaptive immune system in subsets of angiosarcoma^29^. 

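Of 22 T-cell genes listed, the filter on low counts left 3, Cd247, Lck and Tcf7. The 3 genes of the CD3 complex (Cd3d, Cd3e and Cd3g) had 33 counts in the 12 libraries together. The 22 genes had 618 counts in control, 792 in trametinib, 705 in cediranib and 680 in combination libraries. Of these Tcf7, which is also in the WNT target list, had 364 in control and 535 in trametinib libraries, and the other 21 genes had 254, 257, 328 and 324 in the 4 groups. The median log2 fold change of the 3 genes tested in trametinib treated tumors compared to control was 0.14 (camera FDR 0.636), and without trametinib replicate 2 the test pointed downward (FDR 0.889). A difference in T-cell transcripts between these groups was not found with the genes listed, and how small a difference could be found was not measured.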

Single cell RNA-seq would potentially resolve the question of what specific changes are occurring in the microenvironment an in what cells.

One limitation of this work is the limited availability of angiosarcoma models with which to perform experiments. There is a need for syngeneic models with the same mutation patterns as their human angiosarcoma counterparts, or patient derived xenografts. No such models were available for our use. In the course of the experiments presented here, we were unable to successfully propagate the human derived cell lines in vivo in immunodeficient mice. Published in vivo models of angiosarcoma include murine knockout of FoxO^43^, TSC1^44,45^, and Notch1^46,47^. Dll4 inhibition induces vascular tumors consistent with angiosarcoma in murine models^48^. These alterations are not commonly seen in human angiosarcoma and thus are of questionable benefit for understanding the human disease.

## Conclusion

These results demonstrate that combined VEGFR and MEK inhibition is a promising treatment strategy for angiosarcoma. The difference in combinatorial effect seen in vitro versus in vivo highlights the potential importance of the microenvironment in angiosarcoma. These data support further investigation of rational targeted combinations in angiosarcoma and the development of syngeneic mouse models of angiosarcoma to better understand the potential contribution of the microenvironment in angiosarcoma pathogenesis.

## Supplementary Information

Supplementary Information.

## Abbreviations

BRAF: B-Raf proto-oncogene
DUSP: Dual specificity protein phosphatase
DMEM: Dulbecco's modified eagle medium
EGR1: Early growth response 1
ETV5: ETS variant transcription factor 5
FCGBP: Fc fragment of IgG binding protein
FGFR2: Fibroblast growth factor receptor 2
FLT4: FMS related receptor tyrosine kinase 4
GSEA: Gene set enrichment analysis
HRAS: H-Ras Proto-Oncogene
ITGA6: Integrin subunit alpha 6
IL2: Interleukin 2
IL4: Interleukin 4
IL7: Interleukin 7
KRT: Keratin
KDR: Kinase insert domain receptor
KRAS: K-Ras proto-oncogene
LGR4: Leucine-rich repeat-containing G-protein coupled receptor 4
mTOR: Mechanistic target of rapamycin
MAPK: Mitogen-activated protein kinase
MAPK1: Mitogen-activated protein kinase 1
MEK: Mitogen-activated protein kinase kinase
MYC: Myc proto-oncogene
NF1: Neurofibromin 1
NRAS: N-Ras proto-oncogene
p-ERK: Phospho-extracellular signal-regulated kinase
PI3K: Phosphoinositide-3-Kinase
PLCG1: Phospholipase C gamma 1
PCA: Principal component analysis
PCDH19: Protocadherin 19
AKT: Protein kinase B
CRAF: Raf-1 proto-oncogene
RPPA: Reverse phase protein array
SERTAD4: SERTA domain-containing protein 4
VEGFR: Vascular endothelial growth factor

# Supplementary material for: Combined VEGFR and MAPK pathway inhibition in angiosarcoma
**Source:** Sci Rep. 2021 Apr 30;11:9362. doi: 10.1038/s41598-021-88703-9
**Supplement:** Supplementary file 1 — Supplementary Information.

Supplemental Figures

**Combined VEGFR and MAPK pathway inhibition in angiosarcoma**

Michael J. Wagner, ^1,2^  Yasmin A. Lyons, ^3^ Jean H. Siedel, ^3^ Robert Dood ^3^ Archana S. Nagaraja,^3^ Monika Haemmerle,^3,#^ Lingegowda S. Mangala, ^3^ Pritha Chanana,^4^ Alex J. Lazar, ^5^ Wei-Lien Wang,^5^ Vinod Ravi, ^6^ Eric C. Holland, ^7^ Anil K Sood^3^

Running Title: VEGFRi and MEKi for angiosarcoma

Keywords: Angiosarcoma, MEK, MAPK, VEGFR, angiogenesis

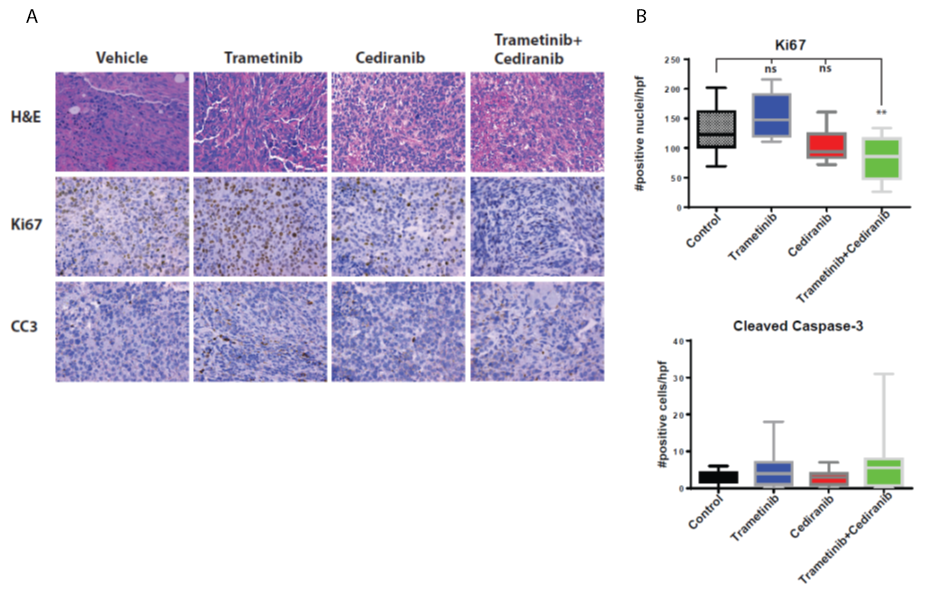

**Supplemental Figure 1.** Ki67 and Cleaved Caspase 3 (CC3) of angiosarcoma xenografts after treatment with cediranib, trametinib, and combination treatment. A. H&E and Immunohistochemistry shows significant decrease in proliferation in the combination group compared with either treatment alone as assessed by Ki67 immunohistochemistry. There were no statistically significant changes in CC3 in any of the *in vivo* treated tumors, suggesting that the observed effect is not by induction of apoptosis. B. Quantification of Ki67 and CC3 staining.

Graphs were made in GraphPad Prism 7 (<https://www.graphpad.com/scientific-software/prism/>). Unedited/cropped images were formatted in Adobe Photoshop 2020 (https://www.adobe.com/) to create the figure layout.

**Supplemental Figure 2. Reverse phase protein array (RPPA) results of apoptosis and mitotic markers in HAMON cells after 72 hours of treatment. A.** BIM expression was increased compared with control in the single agent treatment groups (trametinib p = 0.006, cediranib p = 0.004) and in the combination group (p = 0.001). Beclin expression was increased compared with control in the single agent treatment groups (trametinib p <.001, cediranib p = 0.04) and in the combination group (p < 0.001). Cleaved caspase-7 was increased compared with control in the combination group only (p < 0.001). **B.** Cyclin D3 expression increased with combination treatment only (p < 0.001). Cyclin B1 decreased in all treatment groups (trametinib p =0.003, cediranib p = 0.01, combination p = 0.002). 4E-BP1 S65 phosphorylation increased in all treatment groups (trametinib p = 0.03, cediranib p = 0.04, combination p = 0.004). *p ≤0.05, **p≤0.01, ***p≤0.001.

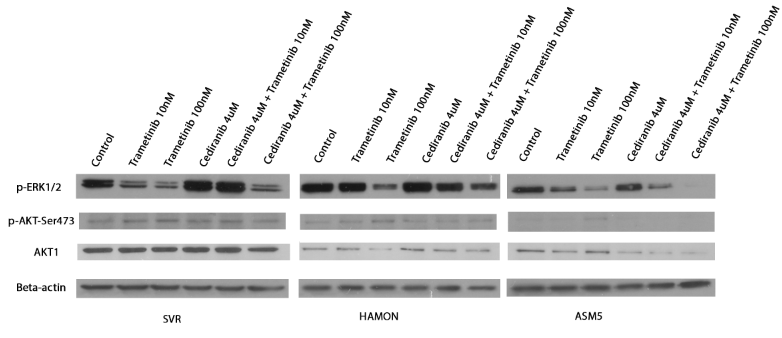

**Supplemental Figure 3.** Western blot of angiosarcoma cell lines for p-ERK, p-AKT, and total AKT. Total ERK for HAMON and ASM5 cell lines under the same treatment conditions is seen in Supplemental Figure 4.

Supplemental Figure 3 Original Western Blot Images:

**Supplemental Figure 4. Total ERK expression of ASM5 and HAMON cell lines.**

How the deposited data were processed for this re-analysis (not part of the article)

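RNA sequencing counts of 12 SVR xenograft tumors were analysed, 3 each after vehicle, trametinib, cediranib and the combination. Each sample was assigned to its treatment from its title and treatment label, and every column of the table belonged to 1 of these tumors, with 0 columns left over. The authors aligned the reads to GRCm38 with STAR 2.7.1a in its 2-pass mode and counted them per gene with featureCounts 1.6.0, after base calling with bcl2fastq 1.8.4. The deposited values were raw counts, without normalization, and were taken as such. The annotation release, the strand setting and the handling of reads with several positions are not given in the sources used here. Of the 54232 gene identifiers 54165 were found in GENCODE M21, 53154 with the same name and 46693 with the same start and end. Coordinates in the text are those of the deposited table, and overlaps with other genes were taken from GENCODE M21. Because 96 gene names stood for more than 1 identifier, genes were matched by identifier.

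The libraries held 9478865 to 11666094 counts, of which 99.8% fell on the genes tested, and TMM factors ran from 0.908 to 1.10. Of 29102 genes with a count, 12897 passed edgeR's filterByExpr (minimum count 10, minimum total 15), 11124 of them protein coding. At these depths a count of 3 in a library, the limit that a count of 0 allows, lay between 0.251 and 0.349 CPM. This limit covers counting error only, since reads without molecular identifiers are not independent molecules. No pair of libraries was identical.

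Counts were normalized with TMM and fitted with the quasi-likelihood model of edgeR 4.0.16 in R 4.3.3, with all 12 libraries in 1 fit. Contrasts were taken for trametinib, cediranib and combination against control, combination against trametinib, combination against cediranib and trametinib against cediranib. An interaction contrast compared the effect of cediranib with and without trametinib. A gene was called at an FDR of 0.05 (Benjamini-Hochberg over all genes tested) and an absolute log2 fold change of at least 1.5, the threshold the paper gives. The paper names edgeR but its text does not name the test, the filter or the libraries in each fit. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic, and log2 CPM used a prior count of 2. A fold against a group in which all libraries had 0 counts was given as a bound against 3 counts over the group. The test was also run on counts simulated from the fitted means and the spread of each gene, with each gene drawn independently. Of genes changed by 1, 1.5, 2 and 3 on the log2 scale, it recovered 22%, 62%, 74% and 84% for trametinib against control, with 3.2% of calls false. The shares were 48%, 56%, 72% and 90% for cediranib against control, with 6.34% of calls false, and 20%, 56%, 82% and 78% for combination against trametinib, with 7.81% of calls false. Both of these false shares exceed the FDR of 5%. Genes changed by 1 had median estimates of 0.992, 1.05 and 0.907 in these comparisons, below the minimum of 1.5 for a call. The recovered shares are therefore not taken as shares of genes that the full rule would call. The draws hold no differences between tumors that several genes share, such as skin or muscle. Neither the recovered nor the false shares therefore describe the real tumors.

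Principal components were computed on centred log2 CPM of all genes tested. Differences between 2 groups of 3 tumors in a single measure were tested by exact permutation, with a smallest p of 0.1 from 10 splits. The keratin family comprised all genes named Krt with a number, without pseudogenes. Gene lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01) and fry, with 108 tests adjusted together by Benjamini-Hochberg. Calls are those of camera. By fry, MAPK output passed for trametinib against control (FDR 2.88e-06) and combination against trametinib (0.0013). Camera calls that did not pass by fry include the WNT pathway for trametinib against control (FDR 0.0669). For combination against trametinib they include E2F targets (0.2), complement (0.357) and scavenger receptor ligands (0.357). For cediranib against control the 14 camera calls had fry FDRs of at least 0.228. On simulated data a shift of 1 on the log2 scale in the E2F target list was called, and 0 of the other lists were. Genes were drawn independently there, so this cannot test the assumed correlation of 0.01, and it gives no false call rate for the real tumors.

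The 27 lists cover MAPK output, MAPK activity score, phagosome acidification, IL-2, IL-4 and IL-7 signaling, phospholipid metabolism, E2F targets, VEGF-A response, complement cascade, scavenger receptors and their ligands, interferon-stimulated genes, angiogenesis, WNT pathway, WNT targets, extracellular matrix, core apoptosis, caspase-cleaved adhesion proteins, keratinization, epidermis, hair follicle, skeletal muscle, fibroblast, macrophage, T cell, erythroid, endothelium and adipocyte genes. The lists, the tests, the threshold and the alternatives were fixed before the data were examined, apart from those named below as chosen later. The genes reported singly followed a rule fixed with them. It takes every gene that the RNA sequencing text names or that Fig. 5B-E labels, which had been seen in the figure, and the 3 called genes with the smallest FDR in each direction of each comparison. It adds up to 5 called members with the largest change from each list discussed, the transcripts of the drug targets, and genes whose proteins the paper stained, such as Mki67. Not all of the genes so named are discussed, and some are not reported here. A further label in Fig. 5C, hard to read and first taken for Tspan18, was left out of the genes and tallies only after its value had been seen. Which of them are discussed, and which lists were recomputed under the alternatives, was decided with the values in view.

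The alternatives were no filter on low counts, a stricter filter (CPM above 1 in at least 3 libraries), RLE factors, library totals alone and TMM factors without skin genes. Others were the likelihood ratio and exact tests of edgeR, the Wald test of DESeq2 1.42.0, a fit of only the 2 groups compared, no fold change minimum, the replicate number as a block, and the epidermal score as a covariate. This score is the mean log2 CPM of the 22 tested genes of the epidermis list, which holds no keratins but Ivl and Dsp, so the change of these genes in that model is partly set by the score. Each library was also left out in turn. For principal components the alternatives were the 500 most variable genes, unit variance and the removal of skin genes, and for lists an estimated correlation and preranked GSEA (fgsea 1.28.0). The likelihood ratio and exact tests on only the 2 groups compared were added after the data and the paper's calls had been seen. The exact binomial intervals around shares of genes, and the margin of 2 standard errors in the test of gene length, were set after the results of these tests had been seen. They turned the results for genes higher and genes lower in the combination than with trametinib, and for gene length, from excluded to open. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

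The MSigDB and WebGestalt gene sets were not used here. Tumor volumes, immunohistochemistry, in vitro assays and protein arrays were not analysed here.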

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

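The exact permutation tests of the interaction, for single genes and for all 27 lists, and the test of Aqp5 in cediranib treated tumors were chosen only after the result was seen.

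For 11 of 27 gene lists camera gave a difference in the effect of cediranib between tumors that also received trametinib and tumors that did not. For 4 of the 10 genes that the paper's text names, edgeR's quasi-likelihood test with adjustment over these 10 did so too. Other tests called further genes, as given below. For Itga6 this was only the adjustment over 10 genes below, and the exact permutation test gave p = 0.085, so a difference is not shown for it. The median log2 interaction of the 22 MAPK output genes was 1.03 (camera FDR 8.8e-11, Benjamini-Hochberg over 27 lists). The mean log2 CPM of these genes was 0.89 higher when cediranib was added to trametinib and changed by -0.06 when cediranib was given alone. With single libraries left out the camera FDR ran from 6.8e-13 to 1.8e-08, with the epidermal score it was 2.3e-06, and with the correlation estimated from the data it was 0.0491. For single genes the log2 interaction was 1.84 for Dusp6 (standard error 0.32), 1.57 for Egr1 (0.29), 1.85 for Etv5 (0.36) and 0.80 for Itga6 (0.29). Over the 10 genes that the paper's text names the FDR was 0.000764 for Dusp6 and Egr1, 0.000788 for Etv5 and 0.0437 for Itga6 (edgeR, Benjamini-Hochberg). The study picked these genes from the same libraries, so this is not independent evidence. Over all genes the FDR was 0.185 for Dusp6, 0.246 for Egr1, 0.305 for Etv5 and 0.682 for Itga6 (edgeR's quasi-likelihood test, Benjamini-Hochberg). None of them was called.

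That test called 0 genes for the interaction, with 909 at an unadjusted p under 0.05. The likelihood ratio test of edgeR and the Wald test of DESeq2 each called 28 genes and the quasi-likelihood test without the filter called 261, in all 3 cases with Dusp6, Egr1 and Etv5 among them. When cediranib was reassigned at random within the tumors with and without trametinib, 100 of 100 groupings, the real one included, called at least the real 0 genes. Any grouping reaches a count of 0, so this says nothing about chance. The highest other count was 106, found in 3 of these groupings, while 91 called 0 genes and 6 called 1. A structure of the samples that does not follow the treatments shows only in those 3. For single values all 400 reassignments were run (two-sided exact permutation test, smallest p 0.005). The exact permutation test gave p = 0.035 for the list, 0.03 for Dusp6, 0.005 for Egr1, 0.02 for Etv5 and 0.085 for Itga6. After Benjamini-Hochberg adjustment over these 5 exact permutation tests the values were 0.0438 for the list, Dusp6 and Etv5, 0.025 for Egr1 and 0.085 for Itga6. These 5 were picked with the values in view. Over all 27 lists the adjusted exact permutation p of the MAPK output list was 0.585, so for lists this test does not show a difference. With a smallest p of 0.005, a list reaching it alone could not pass 0.05 over 27 lists. The adjusted value thus does not argue against a difference either. Leaving out single libraries gave 1.59 to 2.11 for Dusp6, 1.44 to 1.84 for Egr1, 1.65 to 2.12 for Etv5 and 0.63 to 1.01 for Itga6. In the model with the epidermal score the values were 1.84, 1.84, 2.25 and 0.67 in the same order.

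Within this pattern the part that differs is the step from trametinib to the combination. Dusp6 was called there at 1.79 (FDR 0.0196) and Etv5 at 1.58 (FDR 0.0269), while Egr1 at 1.26 had an FDR of 0.028 but missed the fold threshold (edgeR, Benjamini-Hochberg). Dusp6 was no longer called without trametinib replicate 3 (FDR 0.0643) or combination replicate 2 (FDR 0.0618). Etv5 was not called without trametinib replicate 2 (FDR 0.0775) or 3 (FDR 0.0774) or any 1 of the combination replicates (FDR 0.0524 without replicate 3 to 0.0816 without replicate 2). Egr1 was called without trametinib replicate 3 (1.53, FDR 0.0453). RNA from epidermis, in which ERK is not necessarily inhibited to the same extent, may contribute to this step. With the epidermal score in the model the difference of the list's mean log2 CPM went from 0.89 (standard error 0.14) to 0.75 (0.28). The list still passed the threshold in this comparison (camera FDR 8.2e-05, Benjamini-Hochberg), which argues against a trend with the score that all groups share as the whole cause. The score does not overlap between trametinib and combination treated tumors. Among tumors without trametinib, where the score varies within groups, ERK is not inhibited and a high level of these genes would hide a small share from epidermis. The remaining difference also lies within 2 standard errors of 0.5 times its first value, so epidermis RNA in which ERK stays active and a weaker inhibition of ERK in the tumor cells cannot be told apart. Scaling by library totals alone, which shifted the median interaction of all genes by 0.11, gave 1.95 for Dusp6. The levels of the drugs in the tumors and the share of tumor cells were not analysed here. A weaker inhibition of the pathway in combination treated tumors stays open beside the technical explanation, as a hypothesis found and tested on the same libraries.

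The other 10 lists that passed the camera test of the interaction (Benjamini-Hochberg over 27 lists) are given with their median log2 interaction. Higher were keratinization (5.51, FDR 5.8e-12), epidermis (3.40, FDR 6.7e-10), hair follicle (2.03, FDR 1.6e-08), the MAPK activity score (1.15, FDR 9.5e-07), VEGF-A response (0.58, FDR 0.00147) and caspase-cleaved adhesion proteins (1.04, FDR 0.0121). Lower were fibroblast (-0.65, FDR 0.00344), adipocyte (-3.07, FDR 0.0144), E2F targets (-0.17, FDR 0.0179) and extracellular matrix genes (-0.35, FDR 0.0248). With the correlation estimated from the data MAPK output was the only list of the 27 under 0.05. The exact permutation test gave p from 0.055 (VEGF-A response) to 0.54 (extracellular matrix) for these 10, and 0 of 27 lists were under 0.05 after Benjamini-Hochberg adjustment. The first 3 lists differ widely between the cediranib treated tumors, with a mean log2 CPM of keratinization of 4.64, -0.70 and 4.02. Unequal shares of skin, stroma and fat in the tumor pieces and an effect of the drugs both stay open for these 10 lists. Neither was tested for this contrast on these lists themselves. All 10 genes of the MAPK activity score are also in the MAPK output list, whose interaction passed with the epidermal score (camera FDR 2.3e-06).

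Aqp5, on chromosome 15 from 99590782 to 99594608, lies outside the genes that the paper discusses, and gave a signal above that in control tumors. It had 0.541 ± 0.253 CPM in control, 6.90 ± 2.83 with trametinib, 0.519 ± 0.164 with cediranib and 15.2 ± 4.82 with the combination (mean ± SD, n = 3). The log2 fold change of the combination against control was 4.79 (standard error 0.44, FDR 0.000279 from edgeR with Benjamini-Hochberg adjustment), and 4.52 to 5.16 with single libraries left out. With trametinib it was 3.64 (FDR 0.000626 from the same test and adjustment). The rule that named Aqp5 takes genes with the smallest FDR, so a large value is built into it. Adding the epidermal score gave a log2 fold change of 4.34 (standard error 0.90) that was no longer called (edgeR FDR 0.0658, Benjamini-Hochberg). The call ended because the standard error doubled, not because the fold fell. Among cediranib treated tumors 2 had a positive epidermal score, and the lowest combination value of Aqp5 was 14.1 times the higher of the values in those 2. Epidermis RNA as found in cediranib treated tumors did not carry this level of Aqp5, which argues against it as the whole cause. Skin or gland cells that trametinib itself changes stay open, as does a change in the tumor cells, and neither was tested.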

How the results depend on the processing

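The likelihood ratio and exact tests on only the 2 groups compared were chosen only after the results were seen, as was the choice to keep the same 12897 genes whenever a library was left out. The thresholds and the other alternatives were fixed earlier.

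A stricter filter, RLE factors, TMM factors without skin genes and library totals alone kept every count of called genes within 1.5 times its value. Of 92 values of single genes, 92 kept their direction and their side of the threshold under the stricter filter, 92 under TMM factors without skin genes, 92 under RLE factors and 90 under library totals. Of 42 tests of gene lists 41 did so under the stricter filter, 42 under RLE factors and 42 under TMM factors without skin genes. For trametinib against control Egr1, Dusp6, Etv5, Itga6 and Pcdh19 were called under every alternative run. With single libraries left out their log2 fold changes ran from -4.76 to -4.36, -3.96 to -3.45, -3.94 to -3.47, -3.37 to -3.08 and 3.25 to 3.49. The MAPK output list passed under every alternative in this comparison and for combination against control.

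Counts of called genes rose without the filter on low counts, to 687 for trametinib against control, 324 for cediranib against control, 1129 for combination against control, 773 for combination against trametinib, 637 for combination against cediranib, 973 for trametinib against cediranib and 261 for the interaction. In that fit edgeR's prior degrees of freedom, 4.02 with the filter, had no finite value, so all genes were given 1 common quasi-likelihood spread. Dropping the fold change minimum, which by construction can only add genes, gave 789 for trametinib against control, 1287 for combination against control, 991 for combination against cediranib and 1116 for trametinib against cediranib.

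The choice of test moved the counts as well. DESeq2 called 10 genes for cediranib against control, 347 for combination against trametinib and 28 for the interaction. The likelihood ratio test of edgeR called 14, 401 and 28 in these comparisons and 721 for trametinib against cediranib, and its exact test called 3 and 356 in the first 2. With only the 2 groups compared, the quasi-likelihood test called 274 genes for combination against trametinib, the likelihood ratio test 6 for cediranib against control and 454 for combination against trametinib, and the exact test 2 and 438. The cause was not tested.

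Adding the epidermal score to the model gave, by edgeR, 54 genes for combination against control, 138 for trametinib against cediranib and 0 for combination against trametinib, where DESeq2 called 347 without the score and 2309 genes had an unadjusted p under 0.05. Several keratin values changed sign. Krt14 became -2.91 for combination against control, -2.27 for combination against trametinib and -1.99 for cediranib against control. Krt5 became -3.01, -3.08 and -2.23 in these comparisons and 0.0699 for trametinib against control. Krt6b became -4.16 and -1.20 in the first 2. Others that changed sign were Ivl (0.0745, combination against control), Kdr (0.12, cediranib against control) and Hbb-bs (2.09, combination against trametinib). Among lists compared between combination and trametinib, those that turned upward were angiogenesis (FDR 0.00228), complement (0.0351), scavenger receptors (0.336), extracellular matrix (0.106), the WNT pathway (0.759), macrophage (0.212) and erythroid genes (0.106), and scavenger receptor ligands, endothelium and adipocyte genes (0.00087 for each, camera, Benjamini-Hochberg). Keratinization (0.048) and epidermis (0.919) turned downward. The score is the mean of the epidermis list, so the value of that list is set near 0 by the model, and 16 listed keratinization genes and Ivl are in it, so these changes are wholly or partly set by the score and are no evidence on the tumors. For cediranib against control 5 lists were called, and keratinization turned downward (0.179). The cause of the other reversals was not tested. Between combination and trametinib treated tumors the score does not overlap, so reversals there rest on its trend over all groups.

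Mki67 was near 0 between combination and trametinib and changed sign with library totals (0.0213). WNT targets in this comparison turned downward with only these 2 groups in the model (camera FDR 0.979) and in preranked GSEA (FDR 0.932, both Benjamini-Hochberg).

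Leaving out single libraries changed the counts of called genes to 235 to 288 for trametinib against control, 0 to 7 for cediranib against control (7 without cediranib replicate 2) and 248 to 569 for combination against control (248 without control replicate 3, 569 without control replicate 1). The range was 0 to 24 for combination against trametinib, with 0 genes by edgeR without combination replicate 2, against 87 with all libraries. For combination against cediranib it was 193 (without cediranib replicate 1) to 281. For trametinib against cediranib it was 263 (without cediranib replicate 1) to 565, and for the interaction 0 to 1 (without cediranib replicate 3). A group of 2 libraries is assumed to vary like the others. Genes that changed sign were Krt5 with trametinib against control (-6.69 to 1.22, the latter without control replicate 1), Kdr with cediranib (-1.25 to 0.0833 without control replicate 3), and Map2k1 (-0.18 to 0.12) and Mapk3 (-0.0822 to 0.0234) with trametinib. Between combination and trametinib it was Mki67 (-0.34 to 0.0473). The T-cell list with trametinib turned downward without trametinib replicate 2 (camera FDR 0.42 to 0.889), hair follicle genes with cediranib did so without cediranib replicate 3 (4.7e-15 to 0.705), and WNT targets did so between combination and trametinib without combination replicate 3 (camera FDR 0.518 to 0.976, Benjamini-Hochberg). For all of these the cause was not tested.

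The median of the keratin family ran from -3.52 (without trametinib replicate 1) to -0.59 (without control replicate 1) for trametinib against control as single libraries were left out. It ran from 0.58 to 6.61 for cediranib against control, 4.50 to 7.66 for combination against control, 8.00 to 9.12 for combination against trametinib, 0.24 to 4.10 for combination against cediranib and -8.09 to -1.85 for trametinib against cediranib. Without cediranib replicate 3 the values were 0.58, 4.10 and -1.85 in the 3 comparisons with cediranib. With no filter the median was -1.25 for trametinib against control and 6.34 for combination against trametinib, over 53 keratin genes in place of 37. With only the 2 groups compared it was -1.44 over 7 genes, 8.87 over 34 genes and, for trametinib against cediranib, -1.68 over 8 genes, as fewer keratin genes passed the filter.

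The share of component 1 was 50.9% with the 500 most variable genes, 23.9% with unit variance and 28.2% without skin genes, and that of component 2 was 20.3%, 17.9% and 25.0%. The 500 most variable genes and the removal of skin genes change which genes enter, while unit variance changes only their scale. The cause of these moves was not tested. With single libraries left out the shares ran from 31.3% to 35.3% and from 21.0% to 24.7%. With the inter-gene correlation estimated from the data, 2 lists were called for trametinib against control, 1 for combination against control and 0 by camera for cediranib against control and for combination against trametinib. With single libraries left out the numbers of called lists were 10 to 16 for trametinib against control, 6 to 16 for cediranib against control (6 without control replicate 3), 11 to 15 for combination against control and 12 to 15 for combination against trametinib.

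Replicate numbers were also fitted as a block, although nothing in the sources used here pairs the tumors by number. Of 18 pairs of libraries with the same number 3 had a correlation over 0.1 after group means were removed (lowest -0.219, highest 0.356), and 4 of 12 libraries correlated best with a library of their own number. The block gave 57 called genes for combination against trametinib and keratin medians of 6.58 for combination against control and 9.74 for combination against trametinib. Of the 92 gene values 88 kept their side of the threshold with the block and 4 lost their call.

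Depth limits what could be tested in the less expressed lists. The filter on low counts left 37 of 53 keratin genes, 11 of 19 WNT targets, 7 of 13 adipocyte, 5 of 11 erythroid and 3 of 22 T-cell genes.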

Differences from the paper's values

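The likelihood ratio and exact tests on only the 2 groups compared were chosen only after the result was seen.

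The log2 fold changes that could be read from Fig. 5B-E, 22 in all, lay close to the values found here, with a largest difference of 0.45. Each difference was below the margin set, the larger SD of the gene's log2 CPM within either group compared. That margin is wide for genes that vary between libraries, and it is not an error of reading the figure. Fig. 5E matches after a change of direction, as it plots trametinib relative to the combination. The shares of components 1 and 2, 32.9% and 23.0%, match the numbers printed in Fig. 5A.

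The FDRs differ, given here as -log10 FDR. The figures give no error for them, so values are counted as different where 1 is more than 1.5 times the other. On the FDR scale, values within this factor can still lie many orders of magnitude apart. For Fgfr2 with cediranib against control the paper's value is about 2.7 in Fig. 5B, read by eye, and the value here is 0.000595. Of the alternatives set before the data were examined, the likelihood ratio test of edgeR (2.35), its exact test (2.24) and the Wald test of DESeq2 (3.10) stay within this factor of it, while no filter (11.3) and all the others do not. For Fcgbp the paper's value is about 2.6 in Fig. 5B, read by eye, against 0.000595 here, and it differs under every alternative, with 0.658 by the likelihood ratio test, 0.385 by the exact test, 0.0888 by DESeq2 and 23.5 without the filter. For Egr1 with trametinib against control the paper's value is about 45 in Fig. 5C, read by eye, against 5.67 here. The likelihood ratio test (61.7) and the exact test (62.1) stay within the factor of 1.5, far apart as they are on the FDR scale, while DESeq2 (80.3), no filter (85.7) and all the others do not. For Crabp2 the paper's value is about 40 in Fig. 5C, read by eye, against 4.80 here, and the likelihood ratio test (39.1), the exact test (39.0) and DESeq2 (47.7) stay within it, while no filter (67.5) and all the others do not. For Pcdh19 the paper's value is about 29 in Fig. 5C, read by eye, against 3.99 here, and the likelihood ratio test (20.1), the exact test (20.1) and DESeq2 (28.8) stay within it, while no filter (76.6) and all the others do not.

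The likelihood ratio and exact tests on only the 2 groups compared, chosen after seeing the values, gave 52.2 and 52.6 for Egr1, 39.9 and 39.9 for Crabp2 and 40.3 and 40.5 for Pcdh19, within the factor of 1.5. For Fgfr2 they gave 1.53 and 1.42 and for Fcgbp 0.747 by the likelihood ratio test, outside it. Of the 13 genes labelled in Fig. 5B they drop 7 and 11, and of those in Fig. 5C-E they drop 0.

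The paper labels genes as changed in Fig. 5B that edgeR's quasi-likelihood test did not call, 0 of 13 with cediranib against control, where 557 genes had an unadjusted p under 0.05. All 13, Fcgbp among them, were called without the filter, where all genes were given a common quasi-likelihood spread. DESeq2 called 5 (Fgfr2, Celsr2, Sfn, Gm27786 and Aspn), the likelihood ratio test 5 (Sprr2h in place of Aspn) and the exact test 2 (Fgfr2 and Celsr2). Fgfr2, Celsr2 and Sfn were also called without cediranib replicate 2. On only the 2 groups, with both tests chosen after seeing the values, the likelihood ratio test called 6 (Gm10800, Sprr2h, Fgfr2, Celsr2, Gm27786 and H19) and dropped 7, and the exact test called 2 (Fgfr2 and Gm27786) and dropped 11. All 19 genes that could be read from Fig. 5C were called. A further label there was first read as Tspan18, drawn as higher, and was left out as not legible only after its value here, -0.95 (edgeR FDR 0.435, Benjamini-Hochberg), had been seen. With that reading 19 of 20 have the direction drawn and were called. In Fig. 5D 18 of 20 were, all but Sprr2b (FDR 0.058) and Tchh (FDR 0.056, edgeR, Benjamini-Hochberg). Both were called without the filter, by the likelihood ratio and exact tests and with only the 2 groups, DESeq2 called both but not Krt34, and the replicate block added Tchh. In Fig. 5E 5 of 20 were called, and 20 without the filter or with only the 2 groups. The likelihood ratio and exact tests and DESeq2 called 18 each, all but Hbb-bs and Hba-a2, and library totals added Krt16. Fewer were called with the replicate block, which dropped Dsp and left 4 of Fig. 5E, and with the epidermal score, which left 8 of Fig. 5D and 0 of Fig. 5E. With single libraries left out 13 of Fig. 5D and 0 to 2 of Fig. 5E were called.

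The paper describes keratins as higher with trametinib and with the combination. Of 37 keratin genes 28 were lower with trametinib than in control, with a median log2 fold change of -2.58, or -1.43 with 7 genes at their bound, and -0.59 without control replicate 1. With the combination 35 were higher. Lgr4 and Sertad4, which the paper names beside the keratins, were higher with trametinib, at 2.82 and 4.64. Angiogenesis is described as enriched with trametinib, while the angiogenesis list was lower, with a median of -0.62, and did not pass the threshold (camera FDR 0.0544, Benjamini-Hochberg). Vegfd in it was called higher, at 2.14. The VEGF-A response list was higher in the combination than with trametinib, with a median of 0.52 and a mean of 0.19, and did not pass either (camera FDR 0.0752, Benjamini-Hochberg), while the paper describes it as enriched with trametinib. The angiogenesis list, which shares 7 genes with it, was lower in the combination than with trametinib, the paper's direction for VEGF-A signaling, and passed (median -0.47, 22 of 30 genes lower, camera FDR 0.00941, preranked GSEA FDR 0.0276, Benjamini-Hochberg), but not without combination replicate 2 (FDR 0.0919), and turned upward with the epidermal score (FDR 0.00228). The lists written here are not the paper's gene sets. Because the epidermal score does not overlap between trametinib and combination treated tumors, the turn with it rests on its trend over all groups.

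Other lists had the paper's direction and did not pass the threshold either (camera, Benjamini-Hochberg). Between combination and trametinib these were the WNT pathway (median -0.19, FDR 0.502), core apoptosis genes (0.09, FDR 0.285) and scavenger receptors (-0.49, FDR 0.116), while WNT targets had a median of 0.12. With trametinib against control they were phagosome acidification (-0.07, FDR 0.198), IL-2, IL-4 and IL-7 signaling (-0.13, FDR 0.0657) and phospholipid metabolism (-0.09, FDR 0.659). These passed with the epidermal score for phagosome acidification, without trametinib replicate 3 for the same list, and without control replicate 2 or trametinib replicate 2 for IL-2, IL-4 and IL-7 signaling. T-cell genes, which the paper reports as enriched in control, had a median of 0.14 with trametinib, with 618 counts in control and 792 in trametinib libraries. Of these Tcf7, also in the WNT target list, had 364 and 535, and the other 21 genes had 254 and 257. Without trametinib replicate 2 the T-cell test pointed to control (camera FDR 0.889, Benjamini-Hochberg). The E2F, complement, extracellular matrix and skeletal muscle lists were higher with trametinib than with the combination, as in the paper, and passed the threshold. Each of these calls was lost with the correlation estimated from the data. Those of E2F, complement and skeletal muscle were also lost without trametinib replicate 2, and E2F and complement did not pass by fry.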

Other observations

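The tests of keratin transcripts in control replicate 1, of genes higher and lower in the combination than with trametinib, of Ivl, of muscle genes and of Gm10800, Gm10801 and Gm21738 were chosen only after the result was seen, as were the exact binomial intervals and the margin of 2 standard errors for gene length.

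Splits of the same 6 libraries into 3 and 3 cannot give a share under 0.05, as there are 10 of them. As many called genes as in the real split were found in 1 of 10 splits for trametinib against control (310 genes, highest other 13), combination against control (466, highest other 0), combination against trametinib (87, highest other 0), combination against cediranib (316, highest other 0) and trametinib against cediranib (450, highest other 0), the real split included. For cediranib against control all 10 splits called at least the real 0 genes (edgeR, 557 with an unadjusted p under 0.05, 10 by DESeq2), as any split must, so this says nothing about chance. The highest other split called 103. That split sets control replicate 1 and cediranib replicates 1 and 3 against the other 3 libraries, with 67 genes higher and 36 lower. Such a count points to a structure of the samples that does not follow the treatment. The 3 libraries on its first side had epidermal scores of 1.10, 2.91 and 2.75, against -0.32, -0.34 and -0.42 on the other.

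Gene lists were called in as large a number as in the real split in 2 of 10 splits for trametinib against control (13 lists, highest other 13), 3 of 10 for cediranib against control (14, highest other 16), 3 of 10 for combination against control (12, highest other 15) and 1 of 10 for combination against trametinib (15, highest other 12). Other splits called 3 to 16 lists. A single list that passes the camera test at the fixed correlation is therefore weak evidence in these libraries.

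Keratin transcripts were higher in control replicate 1 than in the other controls, and 77.3% of the epidermis genes tested (17 of 22) were above both other controls in it. Epidermis in the tumor piece may be the source, but the share lies between the bounds of 50% and 80% set for this test, so it cannot be told apart from a change in the tumor cells. Higher Fgfr2 and Fcgbp in cediranib treated tumors may have the same source. In the model with the score the log2 fold change of Fgfr2 went from 2.28 (standard error 0.44) to 1.39 (0.40), and that of Fcgbp from 4.57 (1.11) to 2.85 (0.99). Both lie within a standard error of 0.5 times the first value, so more epidermis RNA and an effect of cediranib cannot be told apart for these 2 genes. Whether cediranib itself changes the epidermis was not tested.

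Between combination and trametinib, more epidermis RNA in the combination libraries may account for part of the called genes. With the score in the model 49.3% of the genes called higher (34 of 69, 95% exact binomial interval 37.0% to 61.6%) had less than 0.5 of their log2 fold change, and the median went from 4.33 to 1.78. Of these genes 60 are not part of the score themselves, and 43.3% of those (26) had less than 0.5 of their log2 fold change. Of the genes called lower, 27.8% (5 of 18, interval 9.69% to 53.5%) did, and the median went from -2.11 to -1.51. Both intervals include the bound of 50%, and the score does not overlap between the groups, so neither set can be told apart from an effect of the drugs. Without the 66 epidermis, hair follicle and keratin genes the distance between these groups fell by 25.7%, from 37.0 to 27.5. The bounds for this test were 25% and 50%, which leaves open how much of the distance these genes explain. Spearman's rho of the log2 fold change with exon length was 0.0943 (standard error 0.00881, 12887 genes), just under the bound of 0.1 and within 2 standard errors of it, so a small length bias stays open. The binomial intervals and this standard error treat genes of the same libraries as independent. They therefore do not measure the spread between tumors.

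Ivl had 0 counts in the trametinib libraries and was at least 181-fold lower than in control. Less epidermis RNA in the trametinib libraries would need Ivl to rise with the epidermal score. Among the 6 libraries without trametinib, mean log2 CPM of Ivl was -1.20 in the 3 with a positive score relative to the 3 with a negative score (standard error 0.54). It thus lies below 0 by more than 2 standard errors, which argues against less epidermis RNA as the whole cause. This test was set with the Ivl values in view, on 3 libraries against 3. The score lies between -1.02 and -0.67 in trametinib and between -0.34 and 1.10 in control libraries. Ivl is itself 1 of the 22 genes of the score. An effect of MEK inhibition on keratinocytes and a change in the tumor cells both stay open, and neither was tested.

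Extracellular matrix genes were lower in the combination than with trametinib. Dilution by epidermis RNA would lower fibroblast and endothelium genes alike. The fibroblast list was lower by a mean of -1.71 and the endothelium list by -0.61, a difference of -1.10 (standard error 0.13), which argues against dilution as the whole cause. The fibroblast list (15 of 19 genes tested, 3 listed genes also in the extracellular matrix list, 2 in the WNT pathway list and 1 in the angiogenesis list) had a median of -1.76, with all 15 lower (camera FDR 3.7e-08, Benjamini-Hochberg), and with the score in the model its FDR was 0.919. With trametinib against control its median was 1.45, with 12 of 15 genes higher (camera FDR 3.1e-04, Benjamini-Hochberg). The endothelium list had a median of -0.47, with 13 of 15 genes lower (camera FDR 0.0332, Benjamini-Hochberg). That call was lost without trametinib replicate 1 (FDR 0.0816) or 2 (FDR 0.0628) and without combination replicate 2 (FDR 0.373), with the stricter filter and in preranked GSEA (FDR 0.0972). A different share or state of fibroblasts stays open.

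Skeletal muscle genes were higher with trametinib than with the combination, and 100% of the tested muscle genes (26 of 26) were highest in trametinib replicate 2. RNA from muscle in that tumor may be the source. Acta1 had 8312 CPM in it, 76.4 and 897 CPM in the other trametinib treated tumors and 4337 CPM in control replicate 2. In the erythroid list (5 of 11 genes tested, 4 listed genes also in the scavenger receptor ligand list) the median was -2.21 for combination against trametinib (camera FDR 0.102, and 0.000423 with only these 2 groups in the model), and in the adipocyte list (7 of 13 genes tested, 1 also in the complement list) it was -1.23 (camera FDR 0.131, both Benjamini-Hochberg).

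Gm10800, labelled in Fig. 5B, belongs to a family of repeat-derived genes with Gm10801 and Gm21738. In 2 of the 3 other groups the highest library had at least 10 times the CPM of the lowest for all 3 genes. Gm10800 had 36.5, 372 and 393 CPM with cediranib, 273, 655 and 4.77 CPM with trametinib, 324, 865 and 0 CPM with the combination, and 15.0, 6.99 and 32.1 CPM in control. Control varied less, and of the other groups only the 2 with trametinib meet the 10-fold rule. With libraries that vary this much, an effect of cediranib on Gm10800 is not shown, and the source of the variation was not tested.

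With cediranib against control, 14 lists were called by camera. Keratinization (median 2.71, 30 of 30 genes higher, FDR 6.3e-13), epidermis (2.45) and hair follicle (6.22) were higher. The hair follicle list rests on cediranib replicate 3, at a mean log2 CPM of 4.23, while the other cediranib treated tumors had -1.94 and -1.78 and control tumors -1.96 to -1.51. Without it the list turned downward (camera FDR 0.705), and with only the 2 groups in the model its FDR was 0.864. Skeletal muscle (-4.40, 26 of 26 lower, FDR 9.3e-06), extracellular matrix (-0.85, 30 of 33 lower, FDR 2.8e-06, all Benjamini-Hochberg) and fibroblast genes (-0.84, 14 of 15 lower) were lower. The fall of muscle genes rests on control replicate 2, at a mean log2 CPM of 6.95 against 2.93 and -0.22 in the other controls and 1.70, 0.19 and 2.00 with cediranib. Without it the camera FDR was 0.701. That of extracellular matrix genes was 0.145 without control replicate 3. With the epidermal score the calls of keratinization (FDR 0.179, downward), epidermis (0.519), extracellular matrix (0.989) and fibroblast genes (0.382) were lost, the first 2 wholly or partly by how the score is made. Also called lower were angiogenesis (-0.32, 25 of 30 lower, FDR 0.000815), endothelium (-0.48, 15 of 15, FDR 0.00143) and VEGF-A response (-0.40, 12 of 14, FDR 0.00651). The remaining calls, lower as well, were phagosome acidification, scavenger receptors and their ligands, macrophage and erythroid genes. With the epidermal score skeletal muscle was the only list still called lower. With the correlation estimated from the data 0 lists were called by camera.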
